# The hyper-activation of transcriptional enhancers in breast cancer

**DOI:** 10.1186/s13148-019-0645-x

**Published:** 2019-03-12

**Authors:** Qing-Lan Li, Dan-Ya Wang, Lin-Gao Ju, Jie Yao, Chuan Gao, Pin-Ji Lei, Lian-Yun Li, Xiao-Lu Zhao, Min Wu

**Keywords:** Epigenomics, Super-enhancer, H3K27ac, H4K8ac, H3K4me3, Breast cancer

## Abstract

**Background:**

Activation of transcription enhancers, especially super-enhancers, is one of the critical epigenetic features of tumorigenesis. However, very few studies have systematically identified the enhancers specific in cancer tissues.

**Methods:**

Here, we studied the change of histone modifications in MMTV-PyVT breast cancer model, combining mass spectrometry-based proteomics and ChIP-seq-based epigenomics approaches. Some of the proteomic results were confirmed with western blotting and IHC staining. An inhibitor of H3K27ac was applied to study its effect on cancer development.

**Results:**

H3K27ac and H4K8ac are elevated in cancer, which was confirmed in patient tissue chips. ChIP-seq revealed that H4K8ac is co-localized with H3K27ac on chromatin, especially on distal enhancers. Epigenomic studies further identified a subgroup of super-enhancers marked by H3K4me3 peaks in the intergenic regions. The H3K4me3-enriched regions enhancers are associated with higher level of H3K27ac and H4K8ac compared with the average level of conventional super-enhancers and are associated with higher transcription level of their adjacent genes. We identified 148 H3K4me3-enriched super-enhancers with higher gene expression in tumor, which may be critical for breast cancer. One inhibitor for p300 and H3K27ac, C646, repressed tumor formation probably through inhibiting *Vegfa* and other genes.

**Conclusions:**

Taken together, our work identifies novel regulators and provides important resource to the genome-wide enhancer studies in breast cancer and raises the possibility of cancer treatment through modulating enhancer activity.

**Electronic supplementary material:**

The online version of this article (10.1186/s13148-019-0645-x) contains supplementary material, which is available to authorized users.

## Background

The recent advances in epigenetics and genomics have revealed the critical roles of epigenetic factors in cancer. The dynamic regulation of histone acetylation and methylation becomes critical for chromatin stability, tumorigenesis, and metastasis [1–3]. Inhibitors for histone deacetylases (HDACs) have been approved to be used in clinical treatment, such as SAHA and VPA [4]. Recently, inhibitors for histone acetylation readers have become another new family of promising drugs in cancer treatment [5]. Besides these, quite a few of histone methyltransferases and demethylases have been characterized as key molecules in cancer. SET domain containing 2 (SETD2), a major H3K36me3 methyltransferase in mammalian cells, is frequently mutated in clear cell renal carcinoma, leukemia, glioma, and other cancers, and H3K36me3 catalyzed by SETD2 is involved in mRNA alternative splicing, genome stability, and DNA repair process [6–8]. Myeloid/lymphoid or mixed-lineage leukemia 1–4 (MLL1–4), the methyltransferases for H3K4, are often mutated in multiple types of cancers [1, 9]. On the other hand, histone demethylases are often related with tumorigenesis. Clinical studies found that the demethylases of H3K9me2 and me3, such as lysine (K)-specific demethylase 3A (KDM3A, also known as JMJD1A or JHDM2A) and lysine (K)-specific demethylase 4A/B/C (KDM4A/B/C), are highly expressed in cancer tissues and regulate tumorigenesis [10–12]. Thus, to understand the spatiotemporal regulation of epigenetic dynamics is critical for current cancer research.

Along with the development of next-generation sequencing (NGS), epigenomics has gained the focus of cancer research field. Especially, the reprogramming of distal enhancers has emerged as one of the important features for tumor [1, 13]. Classically, the enhancers were thought to locate within several kb from transcription start sites (TSS). However, recent studies revealed that in fact most of the enhancers are much farther away from TSS, often over several hundreds of kb away, so-called distal enhancers [13–15]. Enhancers are usually marked with H3K4me1, which is catalyzed by histone methyltransferase MLL3/4 [16, 17]. The active enhancers are further labeled with H3K27ac and bound by mediator complex, which facilitates enhancer-promoter crosstalk [13, 18, 19]. Nowadays, H3K27ac is often used as a mark to identify active enhancers and p300 is the corresponding histone acetyltransferase [20, 21]. A portion of enhancers gather together, form wide regions on chromatin with high level of H3K27ac, and extend about 10 kb and sometimes even longer, which are called super-enhancers [5, 22–24]. Super-enhancers are believed to contain high transcription activity, control the expression of master genes in the cell, and can be used for cell identification. In the tumor cells, super-enhancers are the potential critical regulatory elements on chromatin, often associated with activated oncogenes [23]. Therefore, the genomic landscapes of super-enhancers in different cancers have to be illustrated, and the molecular mechanisms regulating the activity of super-enhancers need to be elucidated.

In the current study, we utilized a mass spectrometry-based proteomic approach and studied the difference of histone modifications between tumor and normal tissues of the MMTV-PyVT breast cancer mouse model. We found many histone modifications, including H3K27ac and H4K8ac, are changed in breast cancer tissues. We further studied their genome distributions through the ChIP-seq-based epigenomic approach and identified a lot of cancer-specific super-enhancers. Further analysis established a subgroup of super-enhancers with H3K4me3 as potential important regulatory elements for cancer. Unfortunately, we did not find a chemical inhibitor for H3K4me3, but we successfully repressed tumor growth through inhibiting H3K27ac with a specific small molecule.

## Results

### The proteomic studies of the normal and breast cancer tissues

A mass spectrometry-based proteomic approach was utilized in this study to characterize histone post-translational modifications (PTMs) in the normal and breast cancer tissues of the MMTV-PyVT mice model. The experimental workflow is illustrated in Fig. 1a. Three biological replicates were included for both normal and breast cancer tissues. Histone proteins were extracted from breast tissues by acid extraction. Histones were chemically propionylated at lysine residues and peptide N-terminus using propionic anhydride and then digested with trypsin. The resulting Arg-C like histone peptides were composed of 7 to 20 amino acids and subjected to LC-MS/MS analysis operated in data-independent acquisition (DIA) mode. The dynamic histone PTMs were identified and quantified by using EpiProfile [25, 26]. Two examples for histone H3 peptide KSAPATGGVKKPHR (aa 27-40) and H4 peptide GKGGKGLGKGGAKR (aa 4-17) were displayed in Additional file 1: Figure S1A and B. Both peptides were detected in multiple PTMs forms, 15 forms for KSAPATGGVKKPHR and 16 for GKGGKGLGKGGAKR, respectively. The retention times and peak areas of these two histone peptides in multiple PTMs forms were extracted under the curve in mass spectra. The histone peptide with multiple PTMs was quantified in relative abundance, the percentage of the area of this histone peptide with particular PTM in summed total area of the histone peptide in all forms [27–29]. Since proteins must be digested into small fragments for mass spec analysis, the long distance multiple PTMs cannot be identified with the approach.

**Fig. 1:**
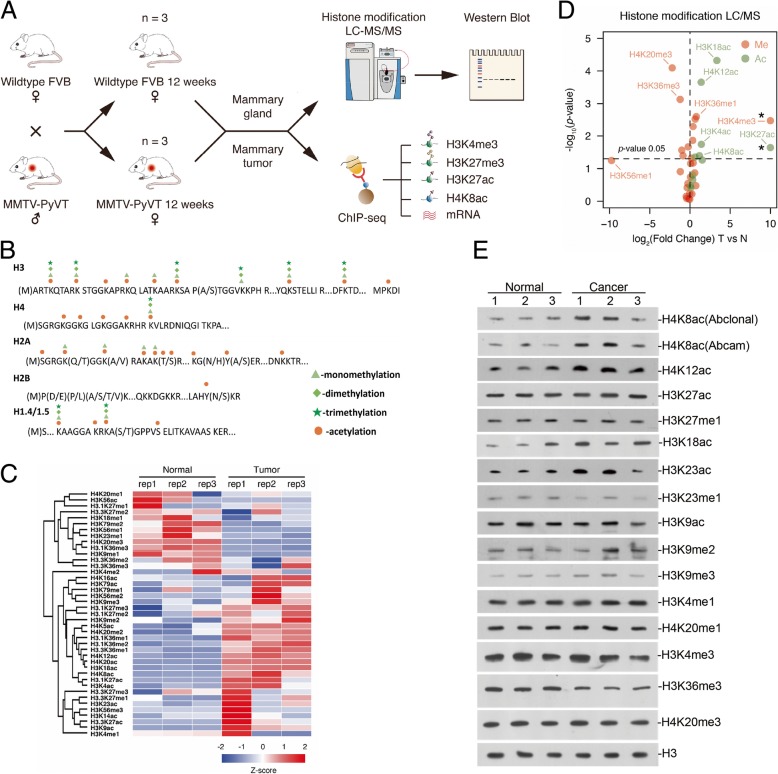
Several histone modifications altered in breast cancer development. **a** Workflow for the whole project, including mice mating, LC-MS/MS screening, Western blot validation, and ChIP-seq analysis. **b** Overview of quantified histone PTMs in core histone proteins in breast tissues. **c** Heat map of quantified histone marks found to be regulated in tumor tissue as compared to normal tissue. **d** Volcano plots representing the fold change (*x*-axis) and the significance (*y*-axis) for single histone marks. The statistical difference is calculated using the *t* test. The two histone marks H3K4me3 and H3K27ac marked with asterisk (*) were only detected in tumor by MS analysis. **e** Western blot analysis with the indicated histone marks antibodies. Whole tissue lysates were prepared from normal tissue or tumor 3 replicates

A total of 184 histone peptides including 139 peptides carrying one or more modifications were analyzed (Additional file 2: Table S1). A total of 96 single histone marks were characterized, including 36 marks located in histone H3, 8 in H4, 39 in H2A/B, and 13 in H1 (Fig. 1b and Additional file 2: Table S1). For histone H3 and H4 which are of most interests due to the high occupancy of multiple PTMs on the N-terminal tails, 64 H3 peptides and 23 H4 peptides were quantified, respectively. The relative abundances of histone H3 and H4 peptides in all modified forms were listed in Additional file 2: Table S2. The H3 and H4 peptides generated in this study were found to carry single and co-existing PTMs (Additional file 1: Figure S2A). The abundances of single marks on histone H3 and H4 were calculated by summing the percentages of this modification in all peptide forms and then compared between tumor and normal as listed in Additional file 1: Figure S2B and Additional file 2: Table S3. A heat map representing all the 44 single marks on histone H3 and H4 across all biological replicates under both conditions was illustrated in Fig. 1c. Good reproducibility between biological replicates was obtained and an obvious difference between normal and tumor breast tissues was clearly displayed. The volcano plot made by plotting the fold changes and statistical *p* values further confirmed the significant changes of individual histone single marks in tumor (Fig. 1d). Detailed information for the changes in relative abundances of single marks on H3 and H4 was illustrated in the histogram in Additional file 1: Figure S2B. The abundances of most acetylations appeared to increase in tumor tissues, including H3K4ac, H3K18ac, H4K8ac, H3K27ac, and H4K12ac. Meanwhile, methylations showed diverse regulation. H3K4me3 and H3K36me1/me2 showed a significant increase in tumor, whereas H3K23me1, H3K36me3, and H4K20me3 decreased in tumor.

### The global level of histone modifications verified by western blot

To confirm the above results, we performed western blotting of each identified modification in cancer and normal breast tissues. We did not get good antibodies for some modifications, such as H3K4ac, and then we have to just verify some of the altered single modifications (Fig. 1e). The increase of H4K8ac in tumor was confirmed with two different antibodies, and H4K12ac and H3K18ac also exhibited an obvious increase. H3K23ac increased in tumor tissues, while H3K23me1 decreased. H3K27ac only increased slightly, but we kept observing it in multiple repeats. H3K9ac did not change obviously while H3K9me2 seemed to increase in tumor. H3K36me3 also decreased in tumor. Since the peptides for H3K4 modifications are too short, their mass spec results usually not very reliable. Also, considering the difference between the nature of two techniques, some discrepancies were expected. The trends of H4K8ac, H4K12ac, H3K18ac, H3K23me1, H3K23ac, H3K27ac, and H3K36me3 were similar to the proteomic results, confirming these modifications probably did change during tumorigenesis.

### Epigenomic analysis showed the high correlation between H3K27ac and H4K8ac

To further investigate the dynamic chromatin distribution of the above modifications, we performed ChIP-seq analysis. We did not find ChIP-grade antibodies for H3K18ac, H4K12ac, H3K23me1, and H3K23ac, so we only studied the genome localization of H3K27ac, H4K8ac, H3K4me3, and H3K27me3. Here, we used H3K4me3 and H3K27me3 as controls for active and negative gene transcription. The tumors from three different mice were analyzed. For the group of normal tissues, since the tissue amount from one mouse were not enough, we collected and mixed the tissues from three mice for one analysis, and totally three biological replicates were studied.

Our analysis indicated the total peak number of H3K27ac increased in tumor tissues, but that of the other three did not change obviously (Fig. 2a). The signal intensity of all four modifications all increased in tumor, though H4K8ac only increased a small amount (Fig. 2b). Their trends seemed not fully matching the proteomic results and we guessed it was probably due to the use of different normalization standards, input DNA for ChIP-Seq, and total histones for proteomics. Nevertheless, both H3K27ac and H4K8ac increased in tumor tissues, which is similar to the proteomic results.

**Fig. 2:**
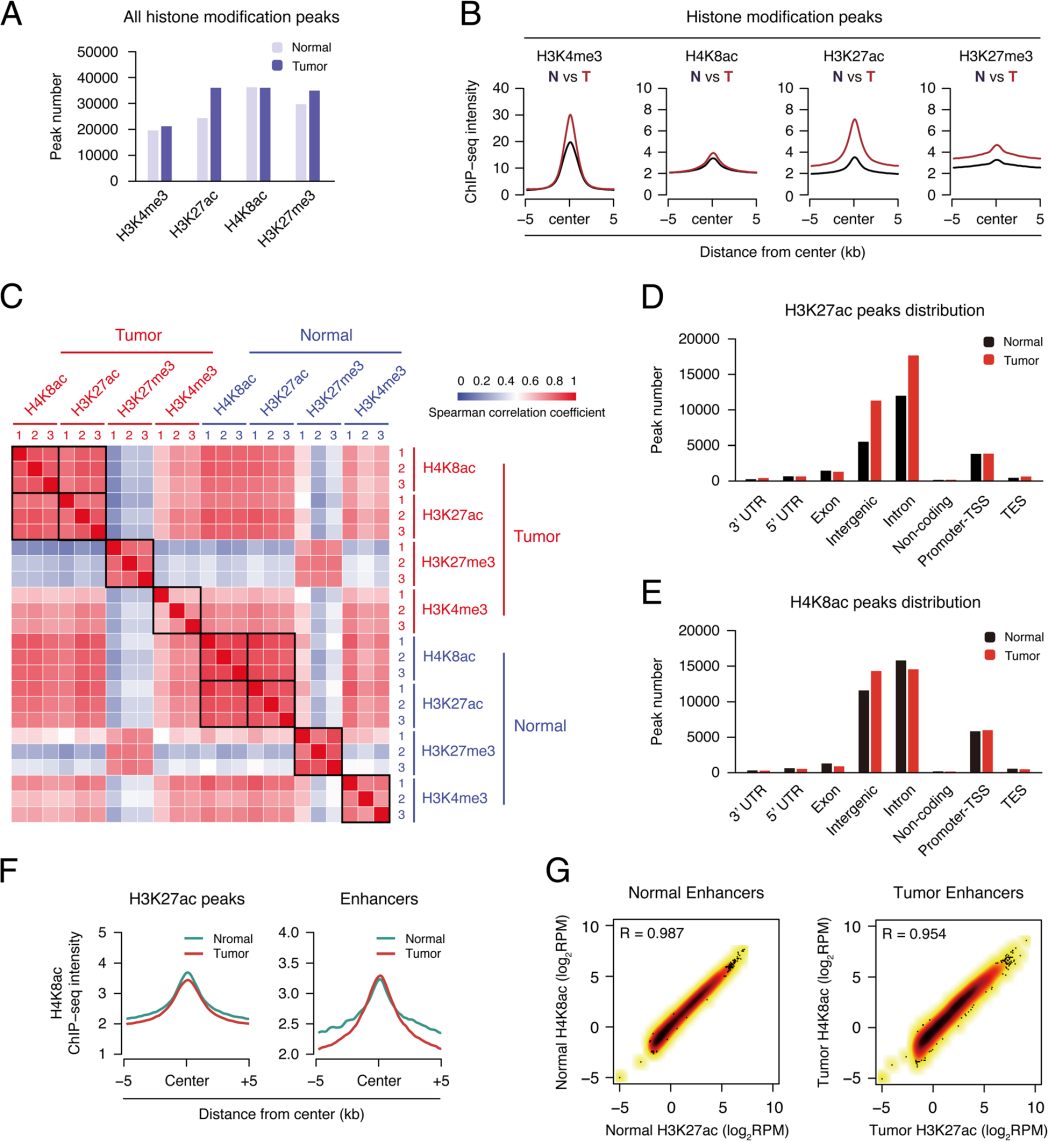
H4K8ac has a high correlation with H3K27ac in the position of the enhancer. **a** Bar plot showing the number of significant peaks from four histone modifications (H3K4me3, H3K27ac, H4K8ac, and H3K27me3) in both normal tissue and tumor. **b** Metagene plot representation of the mean ChIP-seq signal for four indicated histone marks across the individual peaks of each mark. Metagene analysis is centered on the middle of peaks and 10 kb around the center of peaks are displayed (5 kb upstream and 5 kb downstream). Each ChIP-seq data of histone marks were merged by their three individual replicates. **c** Heat map representation of correlation based on four histone modifications (H3K4me3, H3K27ac, H4K8ac, and H3K27me3) occupancy at mouse genome wide. Sample correlations were calculated by Spearman correlation coefficient. **d**, **e** Distribution of histone mark H4K8ac and H3K27ac in different genome elements according to the location of their peaks. Promoter-TSS, “− 1kb to + 100bp” of the transcription start sites. TES, “− 100bp to + 1Kb” of transcription termination sites. **f** Metagene plot representation of the mean H4K8ac signal across H3K27ac peaks and enhancer in both normal tissue and tumor. **g** Scatter plots showing the correlation of H3K27ac and H4K8ac levels in both normal tissue and tumor enhancer. Correlation was calculated by the Pearson correlation coefficient

We then studied the association of chromatin distribution among four modifications in the normal and tumor groups. H3K27me3 was very different from others as expected, while H3K4me3 is quite similar to histone acetylation, since they are all marks for active transcription (Fig. 2c). Interestingly, H3K27ac and H4K8ac showed very high correlation, suggesting their sites were highly overlapped (Fig. 2c). The chromatin distributions of H3K27ac and H4K8ac peaks were similar, both enriched in intergenic regions and introns, and their peak numbers both increased in the intergenic regions in tumor tissues (Fig. 2d, e), suggesting a potential relationship between the change of H3K27ac and H4K8ac in the intergenic regions.

### H3K27ac and H4K8ac are both enriched on distal enhancers

We then analyzed the H4K8ac signal on H3K27ac regions and found that H4K8ac peaked at the center of the global H3K27ac regions, as well as the distal enhancers (Fig. 2f). The further study indicated that H3K27ac and H4K8ac were highly correlated at the genome-wide scale in both normal and tumor tissues (Additional file 1: Figure S3A and B). When looking at the enhancer regions, the correlation of the two modifications was even higher (Fig. 2g). To further support our finding, we downloaded the ChIP-seq data in IMR-90 cells from ENCODE (https://www.encodeproject.org/, or GEO Acc. GSE16256), and the analysis also indicated that H3K27ac and H4K8ac were correlated genome-widely and higher on enhancers (Additional file 1: Figure S3C). All these indicated that H4K8ac is highly correlated with H3K27ac, especially on enhancers, which suggests H4K8ac can perhaps be used as another marker for enhancers.

### Hyper-activation of super-enhancers in the breast cancer tissues

The above data indicated that H3K27ac and H4K8ac are higher in tumor, which suggests the enhancer activity in tumor was potentially higher. The early study found that super-enhancers in cancer cells are enriched at oncogenes and others important in tumor pathogenesis. [23]. So, we analyzed the potential roles of super-enhancers in our model. We first identified the super and typical enhancers in the tumor and normal tissues according to the previous description [22] (Fig. 3a and Additional file 1: Figure S4A). On the super and typical enhancers identified in tumor, H3K27ac level was much higher in tumor than that in normal tissues (Fig. 3b). We hypothesized that the adjacent genes represent their target genes. 

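Gene expression was measured by RNA-seq of poly-A RNA in mammary tissue of 12-week-old mice, in 3 replicates of normal tissue and 3 of tumor. Each normal replicate mixed the abdominal and inguinal glands of 3 normal FVB mice, and each tumor replicate came from the thoracic gland of 1 MMTV-PyVT mouse, a strain that develops mammary tumors from a viral oncogene. The authors mapped the reads to mm10 and deposited FPKM, which divides the fragments of a gene by its length and by the size of the library. Each file held 26220 rows, of which 1837 had no gene name and were left out. FPKM was summed over rows that shared 1 of 544 repeated gene names, which left 23704 names. The FPKM of all rows of a sample summed to between 550599.2 and 783718.6, and the 10 highest rows held between 9.099% and 10.75% of it. Between 14016 and 14296 rows reached 1 FPKM in the normal samples and between 13167 and 13361 in the tumors. The number of mapped reads was not in the files. The lowest FPKM values of the tumors moved in whole-read steps, from which tumor replicates 2 and 3 were 1.636 and 1.532 times as deep as replicate 1, and normal replicate 3 was 1.173 times as deep as replicate 1. No plain steps linked normal replicate 2 to the others, or a normal sample to a tumor. Across genes within each pair of samples, Pearson's r of log2(FPKM + 2^-5) was between 0.9810 and 0.9837 for normal samples, between 0.9713 and 0.9757 for tumors, and between 0.8982 and 0.9212 for a normal sample against a tumor; genes are not independent replicates. Between a pair of normal samples, 506.3 genes on average were at least 2-fold apart, against 1356 between a pair of tumors. Tumor and normal were compared with limma on log2(FPKM + 2^-5), for the 13031 genes with at least 1 FPKM in at least 3 of the 6 samples. With Benjamini-Hochberg adjustment at 0.05, 3758 genes were higher and 4128 lower in tumor. Tissue, gland position and the number of mice per replicate changed together, so their effects cannot be told apart in these samples. The replicate numbers in the labels were also tried as pairs. Deviations from the group means correlated across genes with a mean r of -0.0421 for samples of the same number and 0.0211 for samples of different numbers. Here and below the second value follows from the first, because deviations cancel within a group, so it is no separate comparison. The share of possible pairings with a correlation as high was 0.8333. With the number as a block, 3439 genes were higher and 3827 lower. Of all settings, leaving out normal replicate 3 moved the counts most, to 3030 higher and 2570 lower. In that fit the filter also dropped genes that reached 1 FPKM only in normal tissue, and 12077 genes were tested.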

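Table S4 lists 624 tumor super-enhancer regions with 592 different adjacent gene names. Of these names, 556 head a row of their own in the expression files, 19 occur only inside a row that joins several names, and 17 are absent. In the 816 rows of Tables S4 and S5 whose gene heads a row of its own, the expression columns equalled the group means of the deposited FPKM (for a repeated name, those of 1 of its rows or of their sum). After the filter on low values, 486 super-enhancer genes and 12545 other genes remained; the genes adjacent to typical enhancers are not listed in the supplement and are among the others. The median log2 fold change of tumor over normal was 0.5668 for the super-enhancer genes and -0.0371 for the others, a difference of 0.6039. A permutation of the genes between both sets gave p = 1e-05, the smallest that 100000 permutations can give. The log2 fold change was above 0 for 68.52% of the super-enhancer genes and 48.62% of the others. Per sample, the median log2(FPKM + 2^-5) of the super-enhancer genes exceeded that of the others by 1.154 ± 0.0635 (SD, n = 3) in tumors and 0.3072 ± 0.0882 (SD, n = 3) in normal tissue. All 3 tumors had a larger gap than all 3 normal samples (exact permutation test, p = 0.1, the smallest that 3 samples against 3 allow). The mean in place of the median moved the difference between the sets most, to 1.07, while 486 other genes matched on mean expression left it at 0.4791.

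**Figure D1:**
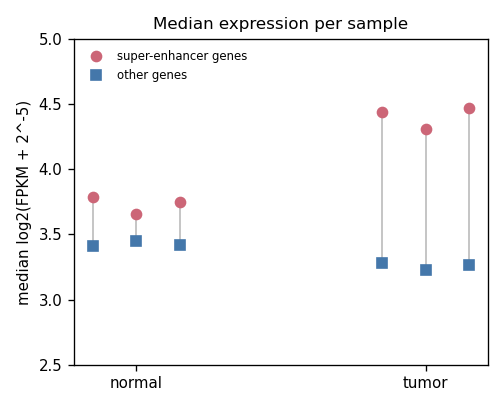
Median log2(FPKM + 2^-5) of the genes adjacent to tumor super-enhancers (circles) and of all other genes that passed the filter (squares), with 1 pair of points for each of the 3 normal samples and 3 tumors; the vertical axis starts above 0. The super-enhancer genes sit between 3.66 and 3.789 in normal tissue and between 4.311 and 4.474 in tumors, and the other genes between 3.226 and 3.451 in all samples.

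The paper reports a larger increase for the genes next to tumor super-enhancers. It draws their link to cancer from pathway enrichment, which was not tested here.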

The expression of genes adjacent to tumor super-enhancers increased more than those adjacent to typical enhancers and others (Fig. 3c), and the genes adjacent to tumor super-enhancers were enriched in cancer-related pathways (Fig. 3d). Totally, 624 genes were identified adjacent to tumor super-enhancers, among which 266 genes expressed higher in tumor tissues (Fig. 3e). 

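Of the 592 gene names in Table S4, 575 had FPKM in the files. The paper does not state what counts as expressed higher, so a gene was called changed when the mean FPKM of tumor and normal differed by at least 0.5 on the log2 scale and the higher mean reached 1 FPKM. Before the expression files were opened, 96 combinations of pseudocount, fold change and minimum value had been tried on the expression columns of the tables and held against the paper's 266 genes and the counts in Figs. 3e and 6b. This rule was picked from them, so its counts are not an independent test of the paper's. It called 259 genes higher and 76 lower in tumor, left 155 unchanged, and found 85 under 1 FPKM in both tissues. For 248 of the higher genes, each tumor was above each normal sample, and for 72 of the lower genes, each tumor was below each normal sample. A change of at least 2-fold moved the counts most, to 186 higher and 47 lower. In limma with Benjamini-Hochberg adjustment, 244 of the 486 tested super-enhancer genes (50.21%) were higher and 74 (15.23%) lower at an adjusted p of 0.05, against 28.84% and 31.68% of all tested genes. With the replicate number from the labels as a block, 235 were higher and 68 lower; the correlation of deviations was -0.0421 for samples of the same number against 0.0211 for different numbers. The largest changes without overlap between tumor and normal were in Gm19303, Spp1, Chit1, a RIKEN cDNA gene and Car12, all higher in tumor. Spp1, on chromosome 5 of GRCm38 from 104435118 to 104441050, had 3453.7 ± 252.2 FPKM (SD, n = 3) in tumor and 18.92 ± 6.617 FPKM (SD, n = 3) in normal tissue, a log2 fold change of 7.561 (standard error 0.2416, limma adjusted p = 7.07e-06). Car12, on chromosome 9 from 66713686 to 66766845, had 56.48 ± 6.598 FPKM in tumor and 0.8602 ± 0.1747 FPKM in normal tissue (SD, n = 3 each), a log2 fold change of 5.998 (standard error 0.1938, limma adjusted p = 7.07e-06). Gm19303, a lincRNA, Chit1 and the RIKEN cDNA gene had log2 fold changes of 7.594, 7.213 and 6.081 from mean tumor values of 8.166, 16.23 and 10.98 FPKM and normal values under 1 FPKM, where the size of the change depends on the pseudocount. For the RIKEN cDNA gene, pseudocount 1 gave 3.195, and leaving out normal replicate 2, which had 0 FPKM, gave 4.914. Chit1 varied between 3.251 and 38.94 FPKM among the tumors.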

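Xbp1 and Pak4 were both higher in each tumor than in each normal sample. Xbp1 lies on chromosome 11 of GRCm38 from 5520659 to 5525893 on the forward strand. The super-enhancer that Table S4 assigns to it spans 5485559 to 5507515 and ends 13144 bp upstream of its transcription start site. Its FPKM was 625.7 ± 20.61 (SD, n = 3) in tumor and 76.2 ± 12.48 (SD, n = 3) in normal tissue. On the log2(FPKM + 2^-5) scale this was a fold change of 3.05 (standard error 0.1639, adjusted p = 2.27e-05 from limma with Benjamini-Hochberg adjustment). Pak4 lies on chromosome 7 from 28558819 to 28598185 on the reverse strand, and its super-enhancer, 28565365 to 28599253, spans the transcription start site and shares 32821 bp with the gene. The same region also overlaps Samd4b. Pak4 had 21.65 ± 3.956 FPKM (SD, n = 3) in tumor and 7.913 ± 1.527 FPKM (SD, n = 3) in normal tissue, a log2 fold change of 1.45 (standard error 0.2080, limma adjusted p = 8.67e-04). For either gene the exact permutation test gave p = 0.1, the floor for 3 samples against 3. With 1 sample left out at a time, the log2 fold change ran from 2.908 to 3.139 for Xbp1 and from 1.296 to 1.607 for Pak4. Quantile normalization shifted Xbp1 furthest of the other settings, to 2.824, and pseudocount 1 shifted Pak4 furthest, to 1.345. With the replicate numbers of the labels as a block the fold changes stay the same by design, and the adjusted p rose to 5.57e-04 for Xbp1 and 0.0061 for Pak4; same-numbered samples did not deviate together (r = -0.0421, against 0.0211 for different numbers).

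**Figure D2:**
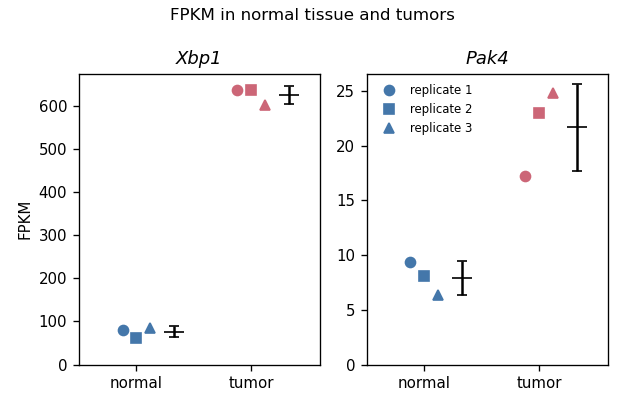
FPKM of Xbp1 (left) and Pak4 (right) in the 3 normal samples and the 3 tumors, with the marker shape giving the replicate; black lines show the mean and its SD. The tumors sit between 601.9 and 637.9 FPKM for Xbp1 and between 17.21 and 24.8 FPKM for Pak4, all above the normal samples.

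The paper presents both genes as examples of genes next to tumor super-enhancers that are expressed more in tumor.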

Two representative genes, Xbp1 and Pak4, were shown in Fig. 3f. As a comparison, the genes adjacent to super-enhancers of normal tissues did not express more in tumor (Additional file 1: Figure S4B). The adjacent genes of tumor super-enhancers, compared with those unique in normal tissues, were more related with cancer (Fig. 3g–i). These data are consistent with the previous report that the activation of super-enhancers represents tumor characteristics [23]. Our analysis confirmed the previous hypothesis about the role of super-enhancers in cancer and identified a group of super-enhancers important for cancer growth and development in the current model (Additional file 2: Table S4).

**Fig. 3:**
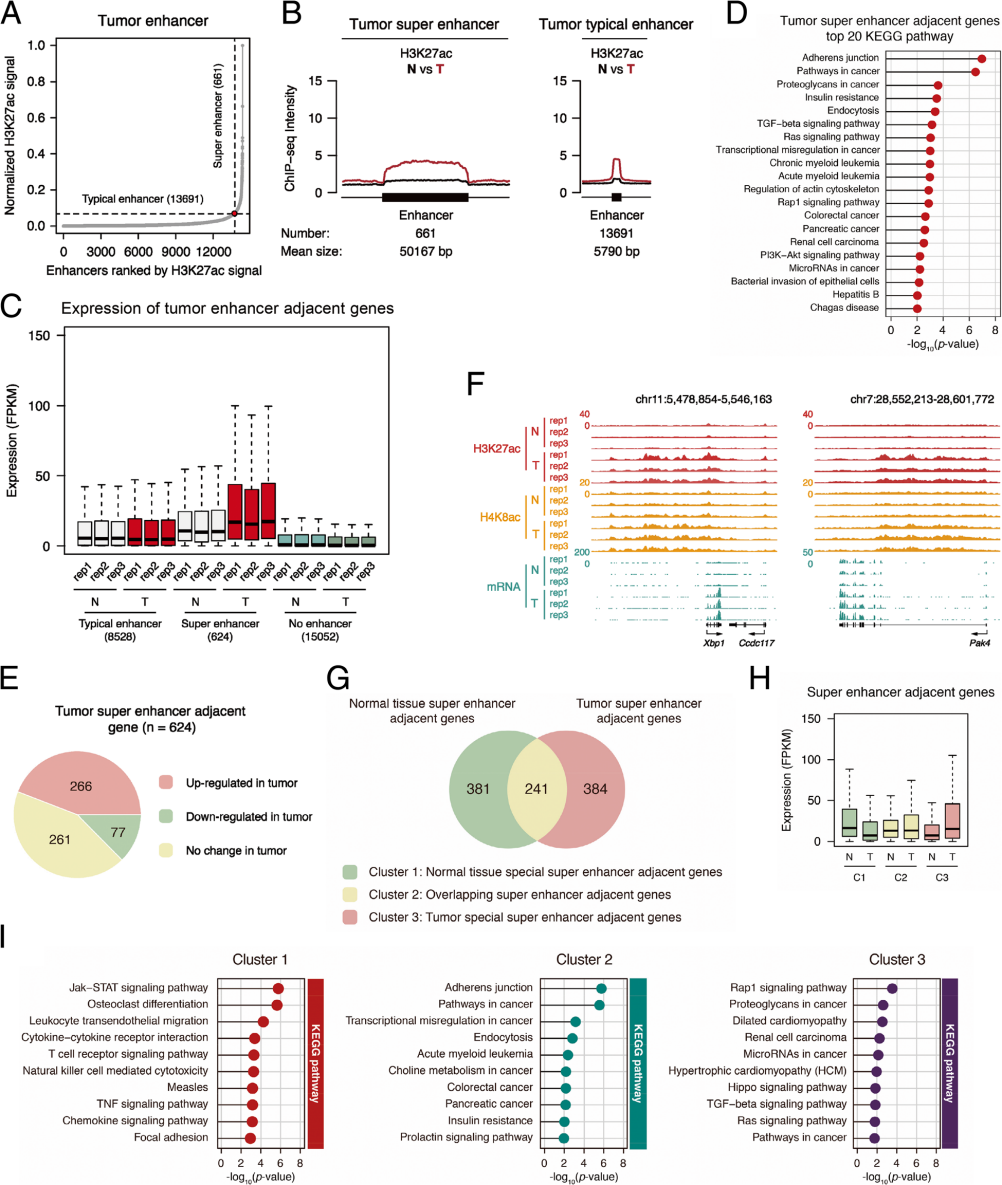
Super-enhancer in tumor involved in breast cancer tumorigenesis. **a** Distribution of H3K27ac ChIP-seq signal (normalize by ratio to highest H3K27ac reads number of enhancer) across the 14,352 tumor enhancers. **b** Metagene analysis of mean H3K27ac ChIP-seq density across 661 super-enhancers and 13,691 typical enhancers. Metagene plot is centered on the enhancer region. The number and mean size of super and typical enhancers are shown. **c** Box plot of average expression of genes (FPKM) adjacent to tumor typical enhancers and super-enhancers, and genes without enhancer, in normal and tumor tissues. **d** Matchstick plot showing the top 20 KEGG pathway associated with tumor super-enhancer-adjacent genes. **e** Pie plot showing the gene number of the three tumor super-enhancers adjacent gene clusters, which are increased in tumor, decreased in tumor, and no change in tumor compared to normal tissue. **f** UCSC browser view showing the ChIP-seq density of H3K27ac, H4K8ac, and RNA-seq signal in both normal tissue and tumor located in Xbp1 and Pak4 gene locus. **g** Venn diagram showing the gene number of the three different clusters indicated in the bottom. **h** Box plot of expression (FPKM) from super-enhancer adjacent genes of the three clusters illustrated in Fig. 3g. **i** Matchstick plots showing the top KEGG pathway terms of the three gene clusters identified in Fig. 3g

### The elevation of H3K27ac and H4K8ac in the patient breast cancer tissues

Then, we investigated whether our finding about H3K27ac and H4K8ac is true in human patient breast tumor tissues. We purchased two sets of commercialized slides, which were accompanied with tumor molecular information. IHC staining was performed with H3K27ac and H4K8ac antibodies, respectively. Consistent with our previous data, the two modifications were low in the native and benign tissues and increased obviously in all types of breast cancer tissues (Fig. 4a). We scanned the slides with Leica Aperio VERSA 8 digital pathology scanner. The results indicated that both H3K27ac and H4K8ac are higher in cancer than normal tissues, highest in luminal B type (Fig. 4b). The two marks also showed very high correlation in the patient tissues (Fig. 4c), supporting our previous results.

**Fig. 4:**
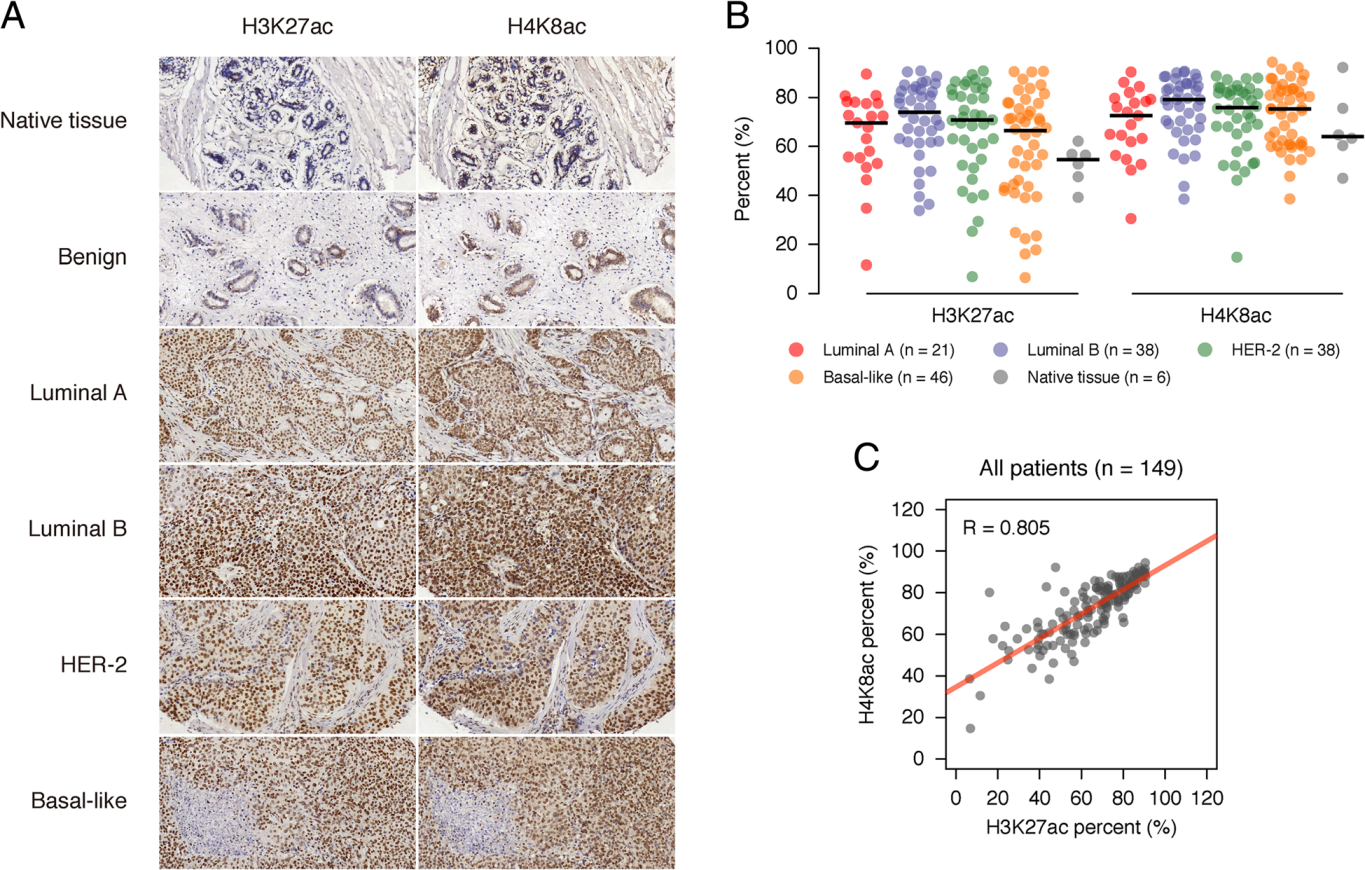
H3K27ac and H4K8ac were highly enriched in clinical breast cancer patients. **a** IHC examples representation of H3K27ac and H4K8ac enrichment levels in native tissue, benign as well as four breast cancer sub-types from clinical patients. **b** Dot plot showing the H3K27ac and H4K8ac enrichment levels in four breast cancer sub-types and native tissue according to clinical patient IHC arrays. The black line indicates the median value of a group. **c** Scatter plot illustration of H3K27ac and H4K8ac enrichment levels according to clinical patient IHC arrays. The matching line was labeled by the red solid line. Samples correlation were calculated by the Pearson correlation coefficient

### Identification of H3K4me3 super-enhancers in breast cancer tissues

From the analyzed data, we noticed that the peak number of H3K4me3 in intergenic regions increased in tumor tissues, but not any other regions (Fig. 5a). Recent studies reported the intergenic H3K4me3 also marks enhancers [30, 31]. We speculated that the increased H3K4me3 peaks may represent a subclass of enhancers in tumor tissues and analyzed the H3K4me3-marked enhancers in our model. We defined the H3K4me3 peaks whose covered regions were more than 1 .5 kb away or whose centers were more than 3 kb away from TSS as distal H3K4me3 peaks (Fig. 5b). We identified all the distal H3K4me3 peaks and merged the peaks within 12.5 kb together, and then we ranked H3K27ac of the regions and got a plot similar to what we did for conventional super-enhancers. A tangent line with slop 1 was drawn and those higher than the intersection point were defined as H3K4me3 super-enhancers. Totally, 293 H3K4me3 super-enhancers in tumor tissues were identified (Fig. 5c and Additional file 2: Table S5). Using the same strategy, we identified 225 H3K4me3 super-enhancers in normal breast tissues (Additional file 1: Figure S5A).

**Fig. 5:**
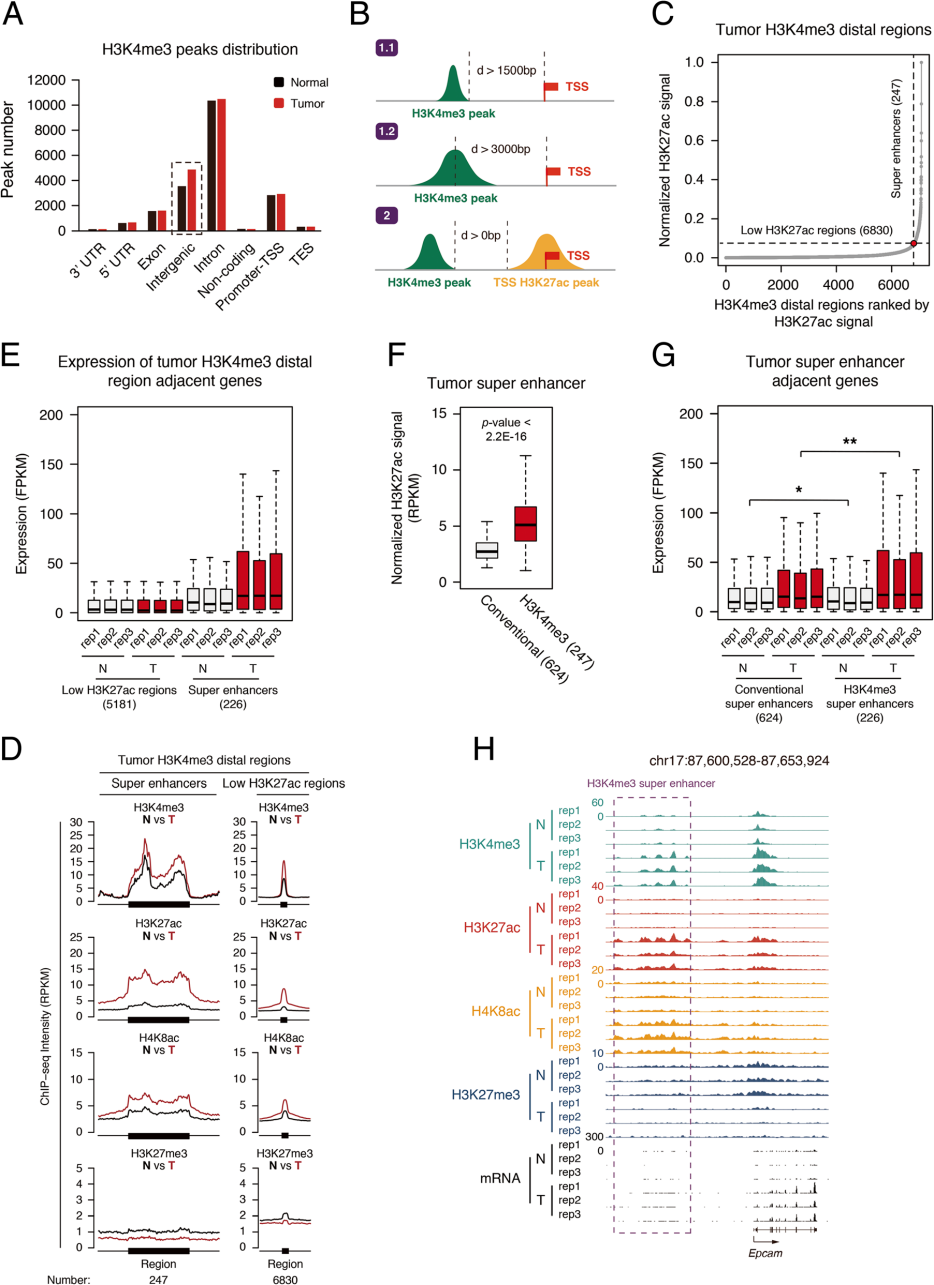
Identification of H3K4me3-enriched super-enhancers. **a** Distribution of histone mark H3K4me3 in different genome element according to the location of their significant peaks. Promoter-TSS, “− 1kb to + 100bp” of the transcription start sites. TES, “− 100bp to + 1Kb” of transcription termination sites. **b** Sketch of two methods identifying the H3K4me3 peaks away from the TSS region. **c** Distribution of H3K27ac ChIP-seq signal (normalize by ratio to highest H3K27ac reads number of enhancer) across the 4048 tumor H3K4me3-enriched enhancers. **d** Metagene analysis of mean histone marks H3K4me3, H3K27ac, H4K8ac, and H3K27me3 ChIP-seq density across tumor H3K4me3-enriched super and typical enhancers. Metagene plot is centered on the enhancer region. The number and mean size of super and typical enhancers are shown. **e** Box plot of expression (FPKM) from tumor H3K4me3-enriched typical and super-enhancer adjacent genes in both normal tissue and tumor. **f** Box plot of expression (FPKM) from traditional and H3K4me3-enriched super-enhancer adjacent genes in tumor. *p < 0.05, **p < 0.01. **g** UCSC browser view showing the ChIP-seq density of H3K4me3, H3K27ac, H4K8ac, H3K27me3, and RNA-seq signal in both normal tissue and tumor located in Epcam gene locus

### The H3K4me3 super-enhancers were associated with higher transcription activity

Then, we took the groups of tumor H3K4me3 enhancers and analyzed their modifications and related gene transcription. The H3K4me3 super-enhancers showed higher H3K4me3 level in tumor than that in normal tissues, and so did H3K27ac and H4K8ac; while H3K27me3 behaved oppositely (Fig. 5d). 

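Table S5 lists 247 tumor H3K4me3 super-enhancer regions, with a median length of 12933 bp against 46633.5 bp for the conventional super-enhancers of Table S4. They carry 233 different gene names, of which 217 head a row of their own in the expression files, 10 occur only in a joined row and 6 are absent. The median FPKM of the 227 genes found was 19.25, 18.08 and 19.6 in tumor replicates 1 to 3 and 12.05, 9.652 and 10.46 in normal replicates 1 to 3. The median log2(FPKM + 2^-5) was 4.248 ± 0.0609 (SD, n = 3) in tumor and 3.421 ± 0.1618 (SD, n = 3) in normal tissue. This difference of 0.8272 was larger than the spread within either tissue, and no tumor overlapped a normal sample (exact permutation test, p = 0.1, the least possible with 3 against 3). Taking the replicate numbers as pairs, an exact sign-flip test gave p = 0.25, the smallest that 3 pairs allow. Samples with the same number in the labels had deviations that correlated at -0.0421, against 0.0211 for different numbers. Restricting the list to genes with at least 1 FPKM in at least 3 samples moved the difference most, to 0.9308. In limma, 115 of the 191 tested genes (60.21%) were higher in tumor and 20 (10.47%) lower at an adjusted p of 0.05 with Benjamini-Hochberg adjustment, and 111 were higher with the replicate block. The paper reads the higher expression in tumor as a property that these enhancers share with conventional super-enhancers, since both were defined in a similar way.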

Their adjacent genes also expressed higher in tumor than normal tissues (Fig. 5e). It is not surprising since H3K4me3 super-enhancers are identified similar to conventional super-enhancers. Interestingly, the H3K27ac signal in the H3K4me3 regions of H3k4me3 super-enhancers is much higher than the average level of conventional super-enhancers (Fig. 5f). 

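The gene lists of Tables S4 and S5 share 160 names, so expression was compared over the union of both lists. A permutation test moved each gene's list membership at random among the genes. In tumor, the median over genes of the mean log2(FPKM + 2^-5) was 4.211 for the 227 genes next to H3K4me3 super-enhancers and 4.032 for the 575 next to conventional super-enhancers. The difference of 0.1790 was within what the permutation test gave by chance (p = 0.4702). In normal tissue the medians were 3.342 and 3.29, a difference of 0.0529 (permutation test, p = 0.7957). The upper quartile of FPKM in the tumors was between 53.86 and 65.48 for the H3K4me3 list and between 38.99 and 44.14 for the conventional list, while in the normal samples it was between 24.73 and 25.64 and between 23.72 and 24.64. The choice of genes moved the tumor result most. Among genes with at least 1 FPKM in at least 3 samples, 191 of the H3K4me3 list and 486 of the conventional list, the difference in tumor was 0.4108 (permutation test, p = 0.0061). Between the 71 genes only on the H3K4me3 list and the 419 only on the conventional list, it was -0.2820 (permutation test, p = 0.4616). The paper compares the lists in Fig. 5g and reports higher expression next to the H3K4me3 super-enhancers. From this, together with a higher H3K27ac signal in their H3K4me3 regions, it proposes that these enhancers are the more active kind. The H3K27ac signal was not analysed here.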

The adjacent gene expression of tumor H3K4me3 super-enhancers was higher than tumor conventional super-enhancers (Fig. 5g). These suggest H3K4me3 super-enhancers are more active than conventional super-enhancers. EPCAM is a carcinoma-associated antigen which often highly expresses in tumor cells. We used it as a sample to show its higher expression and increased H3K4me3, H3K27ac, and H3K8ac on its enhancer (Fig. 5h). 

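Epcam lies on chromosome 17 of GRCm38 from 87635979 to 87651129 on the forward strand. It is on both lists of super-enhancer genes. The conventional super-enhancer, 87602468 to 87632820, ends 3159 bp upstream of its transcription start site, and the H3K4me3 super-enhancer, 87602526 to 87620129, ends 15850 bp upstream. Its FPKM was 797.8 ± 178.9 (SD, n = 3) in tumor and 104.7 ± 39.77 (SD, n = 3) in normal tissue. The log2 fold change was 2.977 (standard error 0.3022, adjusted p = 1.88e-04 from limma with Benjamini-Hochberg adjustment). Each tumor was above the highest normal sample, which had 147.1 FPKM (exact permutation test, p = 0.1, the smallest for 3 against 3). Leaving out normal replicate 1 moved the log2 fold change most, to 3.257, and leaving out normal replicate 2 gave 2.703. A fit with the replicate number as a block raised the adjusted p to 5.57e-04; the pairing is from the labels, and deviations of same-numbered samples correlated at -0.0421. The files hold values for genes only, so the RNA signal over the enhancer itself is not in the files analysed here. The paper uses Epcam as its example of a gene whose expression is higher in tumor together with the marks on its H3K4me3 super-enhancer.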

We noticed that the RNA signal at its enhancer region also increased in tumor, which may represent the upregulation of its eRNA (Fig. 5h). As a comparison, on the H3K4me3 enhancers of normal tissues, H3K4me3 did not increase significantly in tumor and has less elevation of H3K27ac (Additional file 1: Figure S5B). The related gene expression did not increase in tumor either (Additional file 1: Figure S5C). Taken together, these suggest that the increased H3K4me3 super-enhancers in tumor cells probably causes elevated transcriptional activity. Moreover, H3K4me3-marked enhancers are not limited to cancer tissues, and our analysis of online data shows that intergenic H3K4me3 peaks at the center of enhancers in IMR-90 cell lines (Additional file 1: Figure S5D).

### H3K4me3 super-enhancers were associated with cancer-related genes

After we knew that tumor H3K4me3 super-enhancers are associated with increased transcription activity, we then analyzed whether their functions are associated with cancer progression. The KEGG pathway analysis showed that the adjacent genes to tumor H3K4me3 super-enhancers are not only enriched in cancer pathways, but also in some breast mammary pathways (Fig. 6a). 

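The 227 genes of Table S5 with FPKM in the files were divided by the rule used for Table S4, a change of at least 0.5 on the log2 scale between group means with a higher mean of at least 1 FPKM. That rule was picked from 96 combinations tried on the expression columns of the tables with the counts of Fig. 6b in view, so these counts are not an independent test of that figure. Cluster 1, with upregulated expression in tumor, held 121 genes, and cluster 2, with downregulated expression, held 22. Another 50 genes stayed expressed without such a change (cluster 3), and 34 were under 1 FPKM in both tissues (cluster 4). All 3 tumors were above all 3 normal samples for 115 genes of cluster 1, and below them for 20 genes of cluster 2. A 2-fold rule changed the division most, to 92, 7, 94 and 34 genes in clusters 1 to 4. The 5 largest changes without overlap between the tissues were in Faim2, Acot11, Slc28a3, Plet1 and Shf. Faim2, on chromosome 15 of GRCm38 from 99497012 to 99528165, rose from 0.1921 ± 0.1143 to 12.81 ± 1.991 FPKM (mean ± SD, n = 3 each), a log2 fold change of 5.971 (standard error 0.4127, limma adjusted p = 4.38e-05). Acot11, on chromosome 4 from 106744555 to 106804998, went the other way, from 33.84 ± 7.943 to 0.9062 ± 0.3746 FPKM (mean ± SD, n = 3 each), a log2 fold change of -5.221 (standard error 0.3244, limma adjusted p = 3.01e-05). Slc28a3, Plet1 and Shf were higher in tumor, with log2 fold changes of 4.781, 4.697 and 4.639 and limma adjusted p of 2.00e-04, 3.01e-05 and 2.65e-05. From the pathways of the genes in each cluster, which need gene sets that are not in the files analysed here, the paper concludes that the upregulated cluster is the one linked to breast cancer.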

If we divided these genes into four groups according to their expression change (Fig. 6b, c), the genes with upregulated expression in tumor (cluster 1) were associated with cancer pathways, especially breast cancer. Other genes were mostly associated with metabolic pathways and others (Fig. 6d, e). We chose some genes in cluster 1 and confirmed their expression and chromatin state with experiments (Additional file 1: Figure S6). These inform us that it is useful to combine the enhancer analysis with gene expression profiling to identify key genes in tumorigenesis and metastasis.

**Fig. 6:**
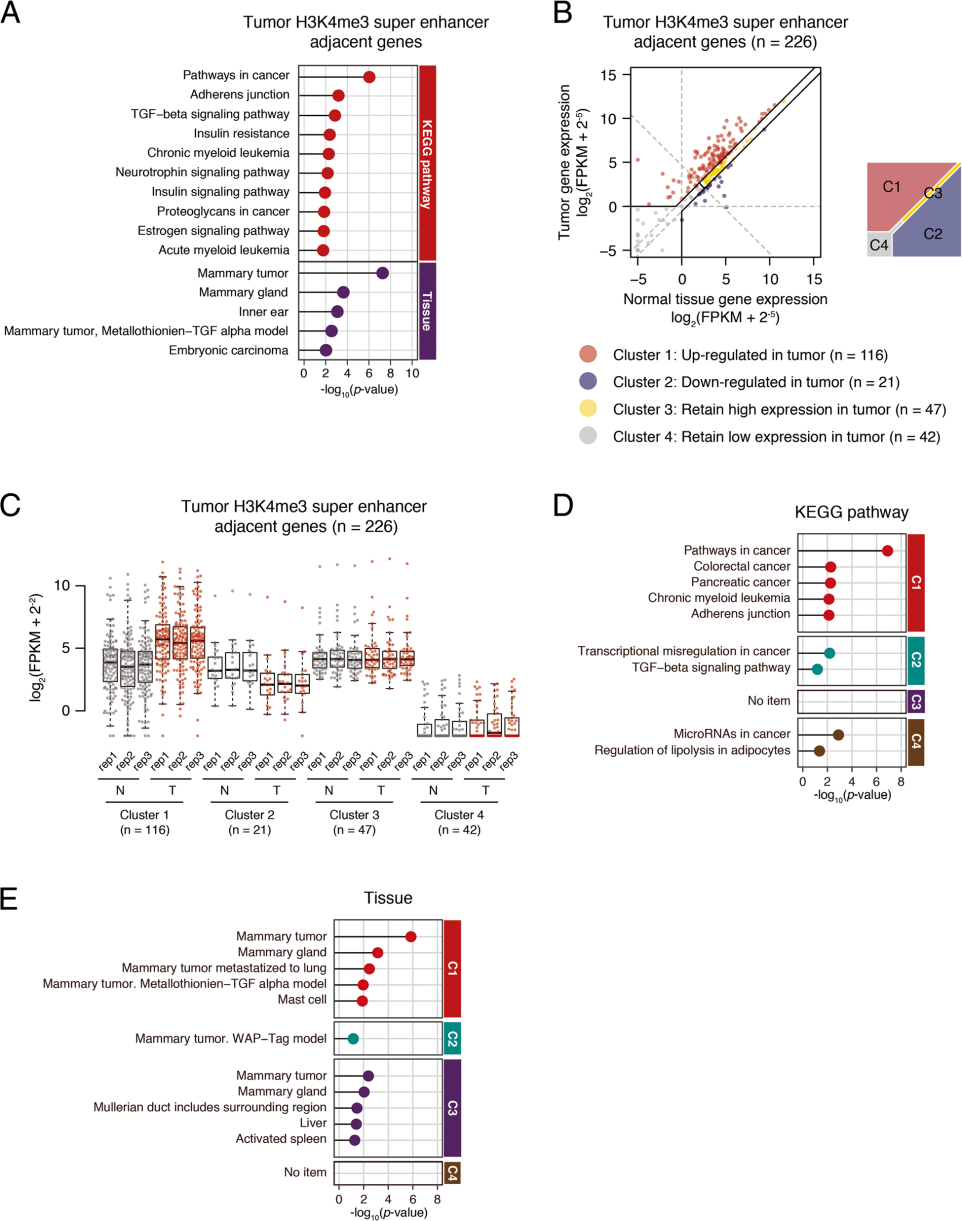
Genes associated with H3K4me3-enriched super-enhancer were highly related to breast cancer tumorigenesis. **a** Matchstick plot showing the top 10 KEGG pathway and top 5 specific expressed tissue associated with tumor H3K4me3-enriched super-enhancer-adjacent genes. **b** Scatter plot comparing tumor H3K4me3-enriched super-enhancer-adjacent genes expression (log_2_(FPKM + 2^−5^)) between normal tissue and tumor. All 275 genes were divided into four clusters. **c** Box plot of expression (log_2_(FPKM + 2^−2^)) from four gene clusters identified in 5C in both normal tissue and tumor three replicates. **d**, **e** Matchstick plots showing the top KEGG pathway (**e**) and specifically expressed tissue (**f**) terms of four gene clusters identified in 5C

### Inhibition of p300 repressed tumor growth in mice model

Next, we started to think whether we can repress tumorigenesis through controlling enhancer activity. Unfortunately, we could not find a chemical inhibitor for H3K4me3 on enhancer. Then, we tried to manipulate the level of H3K27ac in the cell. When investigating the molecular mechanisms for enhancer regulation in the tumor, we found the protein level of p300 increased in tumors (Fig. 7a). Since p300 is the known enzyme for H3K27ac on enhancers, and it also catalyzes acetylation on H4K8, we thought the increased p300 may be responsible for the elevation of H3K27ac and H4K8ac in tumor. We then utilized one reported inhibitor for p300, C646 [32], and found that the treatment of C646 to HEK293 inhibited H3K27ac, indicating the drug is functional (Fig. 7b). Then, we applied it to the MMTV-PyVT mice model (Fig. 7c). After C646 treatment, some of the tumor-like tissues were still formed. Morphologically, the tissues were flatter and had no dark blood vessels compared with the DMSO control group (Fig. 7d). The average tumor weight was less after C646 treatment (Fig. 7e), but the HE staining showed no difference of cell morphology between two groups (data not shown). The average mice weight also decreased a little bit, maybe because of the drug toxicity (Fig. 7f). These data suggest that C646 treatment inhibited some cancer features in the current condition.

**Fig. 7:**
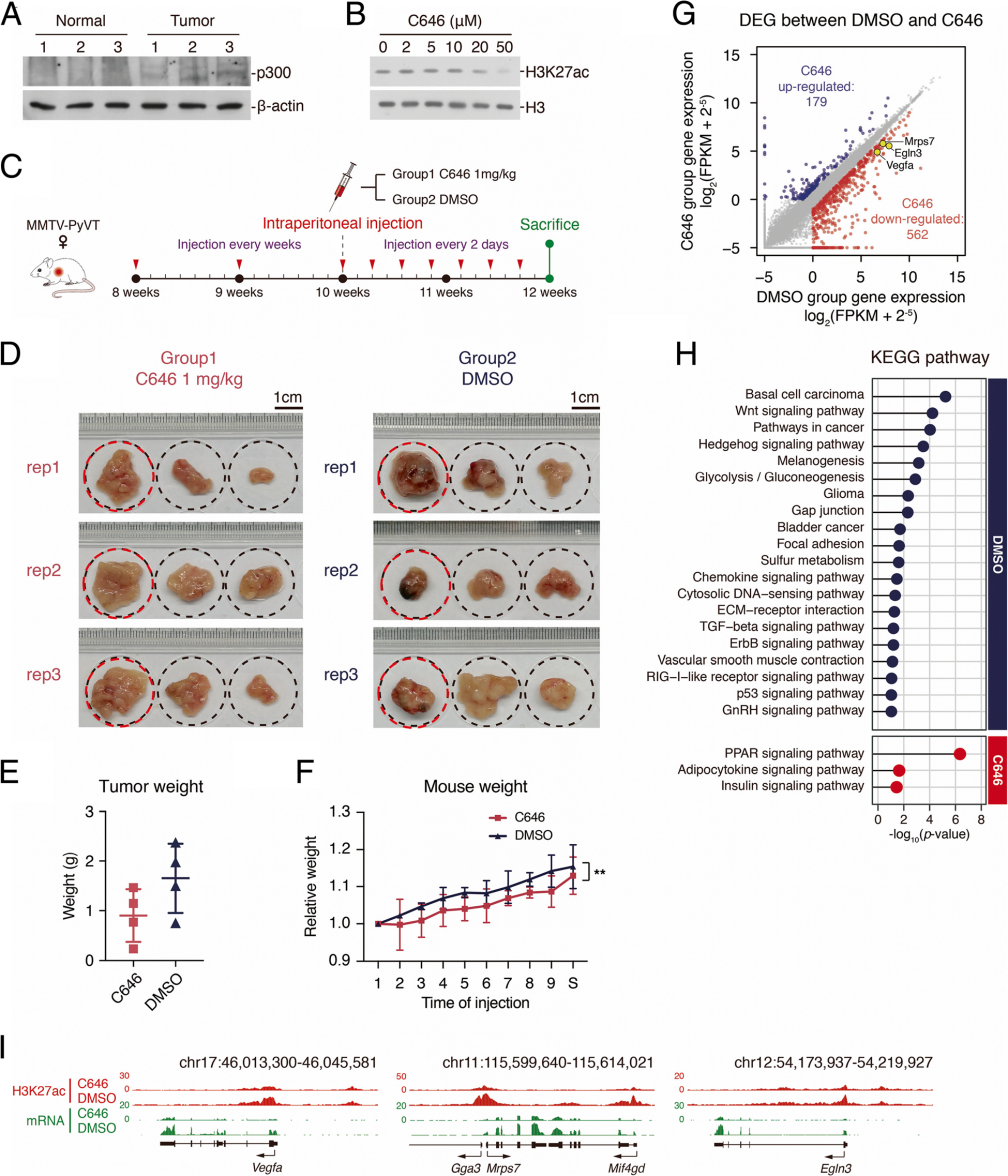
p300 inhibitor C646 could suppress breast cancer development in MMTV-PyVT mice. **a** Western blot analysis with p300. Whole tissue lysates were prepared from normal tissue or tumor three replicates. **b** Western blot analysis with H3K27ac after adding p300 inhibitor C646 in different concentration (0, 2, 5, 10, 20, 50 μM) to HEK293 cell line. Cell was treated with C646 for 12 h. **c** Sketch showing the schedule of C646 injection. **d** Photos of MMTV-PyVT mouse mammary tumors grown 12 weeks. The successive three tumors in a rectangle photo belong to one female MMTV-PyVT mouse, and they were the biggest three tumors in the mouse. All dashed circles represent the same size and the scales locate in the top right corner of each group. The tissues with red circles were subjected for RNA-seq. **e** Scatter plot showing the tumor weight of the two groups. Summation weight of the biggest three tumors was considered as the tumor weight of each mouse. **f** Line plot showing the body weight development of mouse in the two groups. **p < 0.001; *t* test; *n* = 4. **g** Scatter plot comparing upregulated genes expression (log_2_(FPKM + 2^−5^)) between DMSO group and C646 group. **h** Matchstick plots showing the top 20 (top) and all three (bottom) KEGG pathway terms of DMSO group and C646 group upregulated genes. **i** UCSC browser view showing the ChIP-seq density of H3K27ac and RNA-seq signal in both DMSO group and C646 group located in *Vegfa*, *Mrps7*, and *Egln3* gene locus

### P300 inhibition selectively inhibits the expression of oncogenes in breast tumors

We then performed RNA-seq and H3K27ac ChIP-seq analysis with the collected tumor tissues. The biggest tumor tissues of the three mice for each group were analyzed. 

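MMTV-PyVT mice were injected with C646, a p300 inhibitor, at 1 mg/kg or with the solvent DMSO from 8 weeks of age, and tumors were taken at 12 weeks. RNA-seq of poly-A RNA covered 3 DMSO tumors and 3 C646 tumors, 1 from each mouse. The authors deposited FPKM for 24304 rows per sample, all with a gene name. FPKM was summed over rows that shared 1 of 473 repeated names, which left 23691 names. FPKM summed to between 553988.3 and 638605.6 in the DMSO tumors and between 526854.9 and 554041.2 in the C646 tumors. Between 12138 and 12412 rows of a DMSO tumor reached 1 FPKM, and between 12172 and 12372 rows of a C646 tumor. Read numbers were not in the files, but low FPKM values lay on plain whole-read steps in all 6 samples. These put the depth of DMSO replicates 2 and 3 at 1.075 and 1.306 times that of DMSO replicate 1, and the depth of C646 replicates 1 to 3 at 0.9897, 1.218 and 0.9234 times. Across genes, Pearson's r of log2(FPKM + 2^-5) was between 0.9539 and 0.9702 for pairs of DMSO tumors, between 0.9754 and 0.9770 for pairs of C646 tumors, and between 0.9614 and 0.9774 for a DMSO against a C646 tumor. On average 1844 genes were at least 2-fold apart between a pair of DMSO tumors and 769.3 between a pair of C646 tumors.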

The analysis of global gene expression showed that the different expressed genes (DEGs) highly expressed in DMSO group were largely enriched in cancer-related pathways, while those highly expressed in C646 group were less related (Fig. 7g, h). 

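In limma on log2(FPKM + 2^-5), 12083 genes had at least 1 FPKM in at least 3 of the 6 tumors, and none had an adjusted p under 0.05 between C646 and DMSO (0 higher and 0 lower, Benjamini-Hochberg adjustment). With the replicate numbers of the labels as a block the counts were also 0 and 0, although deviations of same-numbered tumors correlated at 0.1180 against -0.0590 for different numbers. The share of possible pairings with a correlation as high was 0.1667. In simulated data, limma found 40% of 200 genes changed by 1 on the log2 scale and 75% of 200 genes changed by 2. Changes of that size in single genes could therefore go undetected with 3 tumors per group. The simulation gave each gene its mean and 1 spread pooled over both groups, and drew genes independently. The real DMSO tumors differed more among themselves than the C646 tumors did, so these rates are a rough guide. By fold change of the group means alone, at least 2-fold with a higher mean of at least 1 FPKM, 533 genes were lower and 167 higher in C646 tumors. The paper does not state the rule for its DEGs. DMSO replicate 1 had the highest value for 270 of the 533 lower genes, replicate 3 for 229 and replicate 2 for 34. A cutoff of 0.5 on the log2 scale gave 1137 lower and 611 higher genes, and asking at 2-fold that no C646 tumor overlap a DMSO tumor gave 66 lower and 61 higher. Since no gene passed the adjusted p, the genes with the largest fold change and no overlap are given. Higher in C646 were Pck1, Gzma, Pde12, Adipoq and Plin1. Pck1, on chromosome 2 of GRCm38 from 173153048 to 173159273, had 7.451 ± 5.548 FPKM in C646 and 0.1460 ± 0.2529 FPKM in DMSO tumors (SD, n = 3 each), a log2 fold change of 6.124 (standard error 1.337, limma adjusted p = 0.9898). Adipoq, on chromosome 16 from 23146536 to 23158028, had 12.31 ± 9.715 FPKM in C646 and 0.5846 ± 0.8563 FPKM in DMSO tumors (SD, n = 3 each), a log2 fold change of 5.431 (standard error 1.408, limma adjusted p = 0.9898). Lower in C646 were Kiss1, Tubb3, Rhox4d, Cdsn and a row that joins Krt81, Krt83, Krt85 and a RIKEN cDNA gene, all with a mean of at most 5.002 FPKM in DMSO tumors.

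**Figure D3:**
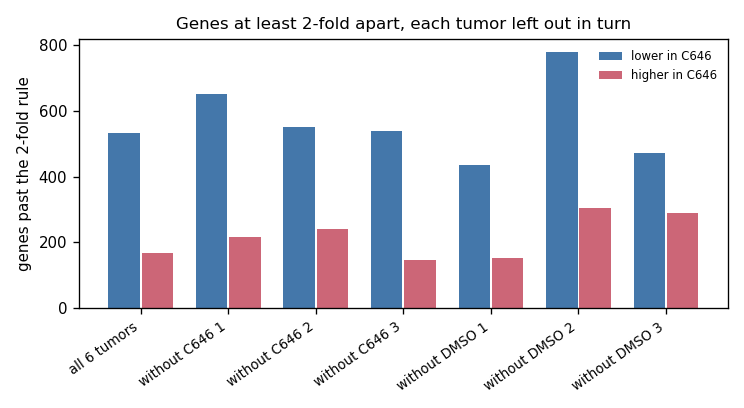
Number of genes at least 2-fold lower (blue) or higher (red) in C646 than in DMSO tumors by the ratio of group means, with all 6 tumors and with each tumor left out in turn. The lower genes range from 434 without DMSO replicate 1 to 778 without DMSO replicate 2, and the higher genes from 148 to 304.

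From the pathways of the genes in each direction, the paper concludes that the genes expressed more with DMSO were mostly tied to cancer and those expressed more with C646 less so.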

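Vegfa lies on chromosome 17 of GRCm38 from 46016993 to 46032369 on the reverse strand, inside a tumor super-enhancer of Table S4 that spans 46013938 to 46057364. Its FPKM was 183, 19.62 and 103.8 in DMSO tumors 1 to 3 and 43.83, 23.61 and 22.41 in C646 tumors 1 to 3. The means were 102.1 ± 81.69 (SD, n = 3) with DMSO and 29.95 ± 12.04 (SD, n = 3) with C646. DMSO replicate 2 was below all 3 C646 tumors, and the difference did not exceed the spread among the DMSO tumors (exact permutation test, p = 0.4; 3 tumors against 3 cannot go below 0.1). On the log2(FPKM + 2^-5) scale the fold change was -1.335 (standard error 0.7766, adjusted p = 0.9898 from limma with Benjamini-Hochberg adjustment). It ranged from -2.272 without DMSO replicate 2 to -0.6621 without DMSO replicate 1, the tumors whose removal moved it most. With the replicate block, whose pairs are taken from the labels and whose deviations correlated at 0.1180, the adjusted p was 0.9997. Egln3 and Mrps7, which Fig. 7g labels with Vegfa, followed the same order among the DMSO tumors. Egln3, on chromosome 12 from 54178981 to 54203860, had 172.8 ± 137.5 FPKM with DMSO and 48.31 ± 16.66 FPKM with C646 (SD, n = 3 each), a log2 fold change of -1.522 (standard error 0.6602, limma adjusted p = 0.9898). Mrps7, on chromosome 11 from 115603925 to 115608036, had 154.1 ± 163.3 FPKM with DMSO and 54.98 ± 6.34 FPKM with C646 (SD, n = 3 each), a log2 fold change of -0.9570 (standard error 0.6588, limma adjusted p = 0.9898). The groups overlapped for both genes (exact permutation test, p = 0.3 for each). Without DMSO replicate 1 the log2 fold change of Mrps7 was -0.1135.

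**Figure D4:**
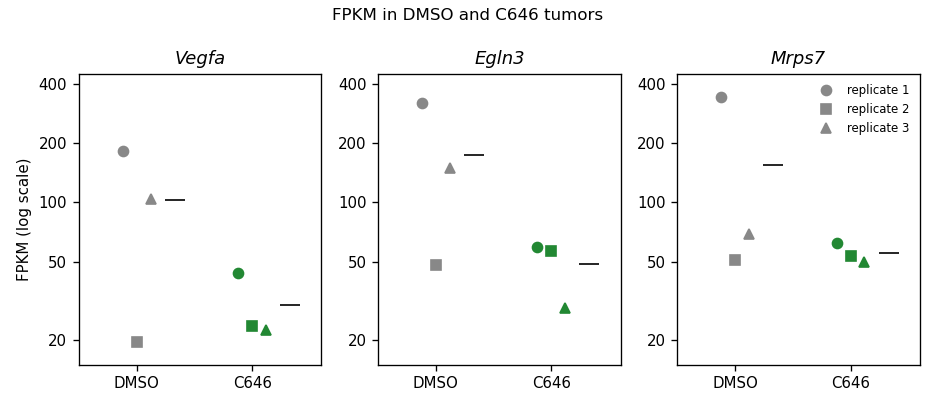
FPKM of Vegfa, Egln3 and Mrps7 on a log scale in the 3 DMSO tumors (grey) and 3 C646 tumors (green), with the marker shape giving the replicate and the black line the mean of the FPKM values. DMSO replicate 1 is highest for all 3 genes, at 183, 320.3 and 342.4 FPKM, and DMSO replicate 2 lies at 19.62, 48.17 and 50.89 FPKM, below the C646 tumors for Vegfa and among them for the others.

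From the lower mean of Vegfa and its H3K27ac after C646, the paper proposes that C646 restrains tumor growth in part through Vegfa and angiogenesis.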

From the DEGs, we found that *Vegfa* was downregulated and its H3K27ac decreased after C646 treatment (Fig. 7i). Since *Vegfa* is a well-known gene to regulate angiogenesis, C646 probably inhibits tumor growth through *Vegfa* and other cancer-related genes.

## Discussion

In the current study, our proteomics and western blotting results revealed that histone H3K27ac and H4K8ac are upregulated in the tumors of MMTV-PyVT mice, which was confirmed by IHC staining of human breast cancer tissues. Our ChIP-seq analysis further discovered H4K8ac is largely co-localized with H3K27ac on chromatin, especially on distal enhancers; thus, H4K8ac may serve as another novel mark for enhancer. The enhancer profiling in the mouse tumor further found that H3K4me3 marks a group of distal enhancers and the H3K4me3 super-enhancers may become one of the important features for cancer which is coupled with higher expression of cancer-related genes. These analyses provide important proteomic and epigenomic resource for breast cancer studies. Though the intergenic regions of mouse are quite different from human, the enhancer profiling will still be useful to the future mechanistic studies in mice.

Increased activity of super-enhancers has been associated with tumorigenesis, and the super-enhancers and their target genes are considered as potential markers for tumor cell identity [5, 23]. Here, we not only identified the super-enhancers specific in the tumors of mice model, but we also identified a novel subclass of super-enhancers which are marked by H3K4me3. H3K4me3 super-enhancers are associated with higher transcription level of their adjacent genes than the conventional super-enhancers, and their H3K4me3-enriched regions are associated with higher H3K27ac and H4K8ac signals. Combined analysis of H3K4me3 super-enhancer with global gene expression identified a group of genes enriched in cancer-related pathways. The approach should be helpful to pinpoint the critical enhancers and target genes and may be useful for the future epigenome-wide association study (EWAS) in patient tumors.

A recent publication has raised the concern about the quality of H3K4me3 ChIP-seq [33]. To ensure the quality of our data, we used three H3K4me3 antibodies from a different company and verify some enhancers identified in our study (Additional file 1: Figure S7). The results showed a very similar pattern for all three antibodies. Moreover, we downloaded the analyzed data performed with ICeChIP and good antibodies and compared the peak number, ratios, and shapes among these datasets. The results showed that our data with EMD 04-745 have a similar pattern as theirs (Additional file 1: Figure S8).

Our study reveals that the genome-wide distributions of H4K8ac and H3K27ac are largely overlapped, especially on enhancers. The histone acetylation transferases (HAT) often contain enzymatic activity to multiple histone sites; however, after analyzing the ChIP-seq data in ENCODE database, we found that the chromatin distributions of the acetylation on different sites seem to be somehow overlapped but not identical (data not shown). These raise the question whether the combination of different histone acetylation has certain biological functions? For example, selectively regulating gene transcription or contributing to genome structure? The comprehensive study of multiple histone acetylations across the genome will be required to answer it.

Besides H4K8ac and H3K27ac, we have also identified other modifications through both mass spec and western blotting, such as H3K18ac, H3K23ac, H4K12ac, H3K23me1, and H3K36me3. Unfortunately, due to lacking high-quality ChIP-grade antibodies or not enough resource, we did not pursue for their functions in tumorigenesis and development. It will be interesting to further investigate their functions and verify them in patient tissues.

We found that H4K8ac and H3K27ac are upregulated in breast cancer tissues. We also applied one inhibitor of p300, C646, to modulate the activity of enhancers in the tumor model. Though C646 did not completely inhibit tumor formation, it did significantly repress tumor formation through altering the gene expression program, especially the angiogenesis process through inhibiting *Vegfa* expression. Further effort to find better p300 inhibitors or the combinational use with other drugs may be promising as novel strategies for drug development.

## Conclusions

The different histone modifications between breast cancer and normal tissues were studied. We found that H3K27ac and H4K8ac significantly in cancer and confirmed it with patient tissue chips. H4K8ac is co-localized with H3K27ac on distal enhancers. H3K4me3 marks a subgroup of super-enhancers in the intergenic regions, which are associated with higher level of H3K27ac and H4K8ac, as well as higher transcription level of their adjacent genes. One hundred sixteen H3K4me3-enriched super-enhancers with higher gene expression in tumor were identified. C646, an inhibitor of H3K27ac, repressed tumor formation through inhibiting the expression of *Vegfa* and other genes. Taken together, we have identified novel regulators, provide important resource to the genome-wide enhancer studies of breast cancer, and raise the possibility of cancer treatment through modulating enhancer activity.

## Methods

### Aim and design of the study

The aim was to study the difference of histone modifications in breast cancer tissues compared with normal tissues in the global scale. Cancer tissues and corresponding normal tissues were collected. Mass spec of histone modifications was performed and confirmed with western and patient tissue chips. Then, ChIP-seq study was performed to identify the different enhancer sites. Finally, an inhibitor of H3K27ac, which represent enhancer activity, was applied to test its effect on cancer.

### Materials and reagents

Antibodies, H3K4me3 (clone MC315, Millipore 04-745), H3K27ac (Abcam Ab4729), H3K27me3 (clone C36B11, CST 9733), H4K8ac (Abcam Ab45166 for ChIP-Seq, IHC and western, Abclonal A7258 for western), H4K12ac (CST 13944), H3K27me1 (clone D3R8N, CST 84932), H3K23ac (CST 14932), H3K23me1 (Active motif, 39388), H3K9ac (clone C5B11, CST 9649), H3K9me2 (Abclonal A2359), H3K9me3 (Abcam ab176916), H3K4me1 (CST 5326), H4K20me1 (Abcam ab9051), H3K36me3 (Abcam ab9050), H4K20me3 (Abclonal A2372), H3 (Abcam Ab1791), p300 (Abcam ab14984), and β-actin (Abclonal AC026), were purchased from the indicated merchants.

### Mice feeding and tissue collection

FVB/N-Tg(MMTV-PyVT)634Mul/J transgenic mice [34] and wild-type FVB mice were purchased from Nanjing Biomedical Research Institute of Nanjing University (http://www.nbri-nju.com/). All mice were housed in the SPF grade room of Animal Center of College of Life Sciences, Wuhan University. All the animal operations were following the laboratory animal guidelines of Wuhan University and were approved by the Animal Experimentations Ethics Committee of Wuhan University (Protocol NO. 14110B).

Heterozygous female MMTV-PyVT (Mtv/-) mouse was backcrossed onto wild-type male FVB mouse and we selected male MMTV-PyVT (Mtv/-) mice for mating, female MMTV-PyVT (Mtv/-) and female wild-type FVB mice for subsequent experiments. Mammary tumors were gotten from female MMTV-PyVT in 12 weeks old; meanwhile, normal mammary glands from female wild-type FVB of 12 weeks old were taken out. Tumors grown in thoracic mammary gland were selected as the tumor samples, 1 mouse for 1 biological replicate. Abdominal and inguinal mammary glands were selected as the normal tissue samples, 3 mice for 1 biological replicate because of the low amount of tissue in normal mammary gland.

### Tissue microarray and IHC

The tissue microarray slide was purchased from Xi’an Alenabio Co., Ltd. (Cat. NO. BR1503e and BR1505b). The BR1505b slide contained 75 cases (150 cores) of breast invasive ductal carcinoma samples. The BR1503e slide contained 3 cases (6 cores) of adjacent normal breast tissue, 3 cases (6 cores) of breast fibroadenoma samples, 2 cases (4 cores) of breast cystosarcoma phyllodes samples, 7 cases (14 cores) of breast intraductal carcinoma samples, and 60 cases (120 cores) of breast invasive ductal carcinoma samples.

The slides were deparaffinized, rehydrated, and subjected to heat-mediated antigen retrieval. For immunohistochemistry (IHC) analysis, the sections were incubated with 3% H2O2 for 15 min at room temperature to quench endogenous peroxidase activity. After incubating in normal goat serum for 1 h, sections were treated with primary antibody at 4 °C overnight. IHC analysis of tumor samples was performed using primary antibodies against H4K8ac (dilution 1:200; Abcam ab45166) and H3K27ac (dilution 1:200; Abcam ab4729). The sections were then washed three times in PBS and treated for 30 min with biotinylated goat-anti-rabbit IgG secondary antibodies. After washing three times in PBS, sections were incubated with streptavidin-conjugated HRP. After washing three times in PBS for 5 min each, specific detection was developed with 303-diaminobenzidine (DAB-2031). Images were taken by Leica Aperio VERSA 8 digital pathology scanner.

For information about other experimental methods, please refer to the supplemental materials.

### Molecular subtypes of breast cancer

Molecular subtypes of breast cancer were determined as follows: Luminal A—breast cancer is hormone-receptor positive (estrogen-receptor and/or progesterone-receptor positive), HER-2 negative, and has low levels of the protein Ki-67. Luminal B—breast cancer is hormone-receptor positive (estrogen-receptor and/or progesterone-receptor positive) and either HER-2 positive or HER-2 negative with high levels of Ki-67. HER-2-type breast cancer is hormone-receptor negative (estrogen-receptor and progesterone-receptor negative) and HER-2 positive. Basal-like breast cancer is hormone-receptor negative (estrogen-receptor and progesterone-receptor negative) and HER-2 negative.

### IHC image analysis

The digital slides were taken by Leica Aperio VERSA 8 digital pathology scanner and then analyzed by Aperio colocalization image analysis algorithm. First, we use ImageScope to view the digital slides and select the appropriate area to calibrate the color and threshold of hematoxylin and DAB. Then, we create an algorithm macro and register it on the eSlide Manager. The eSlide Manager provides a convenient tool for batch analysis of slides. We used the selected algorithm macro to analyze the digital slides. The percent of DAB represented the protein concentration.

### Histone extraction for LC-MS/MS analysis

Mouse breast tissues were minced and homogenized on ice in 1:10 (*wt*/*v*) NIB buffer within 10 mM sodium butyrate, 1 × protease inhibitor cocktail, 1 × phosphatase inhibitor cocktail, and 0.2% NP-40. After homogenization for 10 min, the nuclei were pelleted by centrifugation for 5 min at 1000*g*. The nuclei samples were washed gently three times in 1:10 (*v*/*v*) NIB buffer without 0.2% NP-40. Histones were then extracted from the nuclei in 1:5 (*v*/*v*) 0.2 M H2SO4 for 3 h and precipitated by 33% TCA on ice overnight. Histones were washed using ice-cold acetone supplemented with 0.1% HCl and then ice-cold acetone without 0.1% HCl, respectively. Histones were dried in a vacuum centrifuge. The concentration of extracted histone was measured by the bio-rad protein assay. The purity and quality of histones were affirmed by 15% SDS-PAGE analysis and Coomassie staining.

### Proteomics studies of histone modifications

#### Buffer preparation

The buffer was prepared with the following: HPLC-grade acetonitrile (ACN) (Millipore), propionic anhydride (Sigma), sequencing-grade modified trypsin (Promega), HPLC buffer A:0.1% formic acid (Sigma), and HPLC buffer B: 0.1% formic acid in ACN.

#### Chemical derivatization and digestion of histones

Twenty micrograms of histone proteins were redissolved in 30 μl 50 mM NH_4_HCO_3_. The lysine residues and N-terminus of histone were chemically derivatizated twice by propionic anhydride with 1:3 (*v*/*v*) acetonitrile at 37 °C and completely dried. Histone proteins were then re-suspended in 30 μl 50 mM NH_4_HCO_3_ and digested by 1:10 (*wt*/*wt*) trypsin at 37 °C overnight. Subsequently, the histone peptides were derivatizated twice with propionic anhydride to label the peptide N-terminus generated from the trypsin digestion and dried completely via a vacuum centrifuge.

#### Stage tip desalting

Stage tips were prepared in the house using double-layered reversed-phase material C18 in 200 μl of tip. Stage tips were washed using 70% ACN/0.1% TFA and balanced using 0.1% TFA. Histone peptides were redissolved in 0.1% TFA and loaded in stage tips twice. The stage tips within histone peptides were washed twice by 0.1% TFA for removing extra salt. Histone peptides were eluted from stage tips using 50% ACN/0.1% TFA and 70% ACN/0.1% TFA and dried in a vacuum centrifuge.

#### LC-MS/MS of histone peptides

Histone peptides were resuspended with HPLC buffer A. Peptides were loaded on to 100 μm i.d. × 2-cm Reprosil-Pur C18-AQ (5 μm; Thermo Scientific, CA) trap column and separated by 75 μm i.d. × 25-cm Reprosil-Pur C18-AQ (2 μm; Thermo Scientific, CA) analytical column. The HPLC gradient was as follows: from 5 to 35% buffer B in 50 min, from 35 to 95% buffer B for 5 min, and 95% buffer B for 5 min at a flow rate of 250 nL/min. NanoLC was coupled to a Q Exactive HF mass spectrometer (Thermo Scientific). For data-independent acquisition (DIA), two full-scan MS spectra (m/z 300–1100) at a resolution of 60,000 were acquired in the orbitrap within a DIA duty cycle, and 16 MS/MS were performed at a resolution of 60,000 with an isolation window of 50 Da. Normalized collision energy (NCE) was set to 27.

#### Data analysis

The raw DIA MS data were processed using Epiprofile, which allowed quantitative analysis of histone peptides with multiple PTMs. Based on previous knowledge of histone peptide masses and elution profiles, the retention times and peak areas of histone peptides were extracted under the curve in mass spectra. A histone peptide with multiple PTMs was quantified in relative abundance, which was the percentage of the area of this histone peptide with particular PTM in summed total area of the histone peptide in all forms. The relative abundance of a single histone mark was obtained by summing the relative abundances in all the modified peptide forms. All quantitative results were expressed as the mean ± SD (standard deviation). For normal and tumor comparison, data were analyzed by homoscedastic *t* test based on biological replicates. Differences were considered statistically significant when the *p* values were less than 0.05.

### Epigenomic studies of histone modifications of mouse tissues

#### Chromatin immunoprecipitation (ChIP) assay of mouse tissues

Sixty milligrams of each tissue was cut into 1-mm^3^ pieces in PBS with protease inhibitor. Tissue pieces were cross-linked for 10 min at room temperature with 1% formaldehyde and then quenched with 0.125 M of glycine for 5 min. Cross-linked tissues were triturated by trituration equipment for 30 s and then centrifuged at 12000 rpm, 4 °C for 5 min. Supernatant with massive oil was discarded and the precipitates were lysed with 1 mL lysis buffer (50 mM Tris-HCl pH 8.0, 0.1% SDS, 5 mM EDTA) and incubated for 5 min with gentle rotation. After centrifugation at 12000 rpm, 4 °C for 2 min, lysates were washed once by digestion buffer (50 mM Tris-HCl pH 8.0, 1 mM CaCl_2_, 0.2% Triton X-100). Washed lysates were incubated in 630-μL digestion buffer with 1-μL MNase (NEB, M0247S) at 37 °C for 20 min and then quenched with 8 μL 0.5 M EDTA. Whole lysates were sonicated and the supernatants were taken out after centrifugation. Thirty microliters of supernatants were taken for checking the efficiency of MNase digestion. Immunoprecipitation was further performed with 150-μL sheared chromatin, 2-μg antibody, 50-μL Protein G sepharose beads and 800-μL dilution buffer (20 mM Tris-HCl pH 8.0, 150 mM NaCl, 2 mM EDTA, 1% Triton X-100, 0.1% SDS) overnight at 4 °C. Next day, immuno-complexes were washed once with Wash buffer I (20 mM Tris-HCl pH 8.0, 150 mM NaCl, 2 mM EDTA, 1% Triton X-100, 0.1% SDS), once with Wash buffer II (20 mM Tris-HCl pH 8.0, 500 mM NaCl, 2 mM EDTA, 1% Triton X-100, 0.1% SDS), once with Wash buffer III (10 mM Tris-HCl pH 8.0, 250 mM LiCl, 1 mM EDTA, 1% Na-deoxycholate, 1% NP-40), and twice with TE (10 mM Tris-HCl pH 8.0, 1 mM EDTA). The immune complexes were eluted twice with 100-μL elution buffer (1% SDS, 0 .1M NaHCO_3_, 20 mg/mL Proteinase K) at room temperature. The elution was incubated at 65 °C for 6 h and then purified with DNA purification kit (TIANGEN DP214-03).

#### ChIP-seq library construction

ChIP-seq libraries were constructed by VATHS Universal DNA Library Prep Kit for Illumina (Vazyme ND604). Briefly, 50 μL of purified ChIP DNA (8–10 ng) was end-repaired for dA tailing, followed by adaptor ligation. Each adaptor was marked with a barcode of 6 bp which can be recognized after mixing different samples together. Adaptor-ligated ChIP DNA was purified by AMPure XP beads (1:1) and then amplified by PCR of 11–13 cycles with the primer matching with adaptor universal part. Amplified ChIP DNA was purified again using AMPure XP beads (1:1) in 35-μL EB elution buffer. For multiplexing, libraries with different barcode were mixed together with equal molar quantities by considering appropriate sequencing depth (30–40 million reads per library). Libraries were sequenced by Illumina Hi-seq X Ten platform with pair-end reads of 150 bp.

#### RNA-seq library construction

For both normal mammary gland and tumor samples, a 20-mg tissue was used for RNA extraction. Total RNA was extracted by using EASYspin RNA Mini Kit (Aidlab RN07). Briefly, tissue was triturated by trituration equipment for 20 s in lysis buffer provided by kit and then centrifuged at 12000 rpm, 4 °C for 5 min. Liquid between precipitates on the bottom and oil on the top was taken out and pipetted 10 times using 1 mL syringe. The entire volume of liquid was added into adsorption column provided by kit and RNA would retain in column while other components include DNA and protein would be washed out by several buffers. Total RNA eluted in 50-μL RNase-free water. RNA-seq libraries were constructed by NEBNext Poly(A) mRNA Magnetic Isolation Module (NEB E7490) and NEBNext Ultra II Non-Directional RNA Second Strand Synthesis Module (NEB E6111). Briefly, mRNA was extracted by poly-A selected with magnetic beads with poly-T and transformed into cDNA by first and second strand synthesis. Newly synthesized cDNA was purified by AMPure XP beads (1:1) and eluted in 50-μL nucleotide-free water. Subsequent procedures were the same as ChIP-seq library construction described previously except the sequencing depth of 20 million reads per library. RNA-seq libraries were sequenced by Illumina Hi-seq X Ten platform with pair-end reads of 150 bp.

#### ChIP-seq data processing

All ChIP-seq raw fastq data were cleaned by removing the adaptor sequence. Cutadapt (version 1.16, *http://cutadapt.readthedocs.io/en/stable/guide.html*) was used for this step with the parameters -u 10 -u -15 -U 10 -U -15 -m 30. Cleaned reads were aligned to the mouse reference genome (mm10) using BWA (version 0.7.15, *http://bio-bwa.sourceforge.net*) with the default settings. Peaks calling was finished by MACS2 (version 2.1.1, *https://github.com/taoliu/MACS*) with the parameters --nomodel --keep-dup all -p 1E-10 --broad --broad-cutoff 1E-10 --extsize 147. Replicates of ChIP-seq data were pooled for downstream analysis.

#### RNA-seq data processing

All RNA-seq raw fastq data were removed of adaptor sequence as the same way of ChIP-seq data processing. Cleaned reads were mapped to the mouse reference genome (mm10) using TopHat (version 2.1.1, *http://ccb.jhu.edu/software/tophat/index.shtml*) with the default settings. The gene expression level was calculated by Cufflinks (version 2.2.1, *http://cole-trapnell-lab.github.io/cufflinks*) and normalized by fragments per kilobase of bin per million mapped reads (FPKM).

#### Comparison between different histone markers and between replicates

For the comparison in genome-wide, the entire genome was divided into massive 2 kb windows and the enrichment of modification in each bin would be considered to calculate correlation. For the comparison in enhancers, signal of modification in each enhancer was normalized by reads of bin per million mapped reads (RPM) and such enrichment was used for calculating correlation.

#### Identification of typical and super-enhancers

Enhancers were identified by the algorithm developed by Richard A. Young, 2013. Briefly, significant distal H3K27ac peaks (peak boundary 1.5 kb or peak center 3 kb away from gene TSS) were identified, and the peaks whose distance was shorter than 12.5 kb were merged together as distal enhancers. The distal enhancers were ranked by the total signal of H3K27ac, and a plot was drawn to show the increased H3K27ac signal. Then, a tangent line with slope 1 was found of the curve and the intersection point was determined as the infection point. Enhancers above this point were defined as super-enhancers; meanwhile, enhancers below this point were defined as typical enhancers.

#### Identification of H3K4me3-enriched typical and super-enhancers

Firstly, we identified significant distal H3K4me3 peaks using the same way of defining significant distal H3K27ac peaks described previously, and nearby peaks of a distance shorter than 12.5 kb were merged together. Similar to the strategy to identify super-enhancers, H3K27ac in the regions were ranked and a plot was drawn. A tangent line with slop 1 was drawn and the intersection point was found. The enhancers above the intersection point were defined as H3K4me3 super-enhancer.

## Additional files

Additional file 1: **Figure S1.** Multiple modifications on two peptides of histone H3 and H4. **Figure S2.** The proteomic pattern of histone modifications in breast cancer model. **Figure S3.** Correlation of H3K27ac and H4K8ac distribution on chromatin. **Figure S4.** Enhancer analysis of normal tissues. **Figure S5.** H3K4me3 super enhancer in normal tissues. **Figure S6.** UCSC browser view showing the histone modification on selected genes. **Figure S7.** ChIP-PCR verification for H3K4me3 ChIP-Seqresults. **Figure S8.** Quality analysis of H3K4me3 ChIP-Seqdata with EMD 04-745.

Additional file 2: **Table S1.** List of the relative abundance of all histone peptides. **Table S2.** List of the relative abundance of histone H3 and H4 peptides. **Table S3.** List of the relative abundance of single PTMs on histone H3 and H4. **Table S4.** Identified super-enhancers in tumor. **Table S5.** Identified H3K4me3 enriched super enhancers in tumor.

How the deposited data were processed for this re-analysis (not part of the article)

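RNA-seq was analysed in 12 samples of 4 conditions, with 3 replicates per condition, from 2 experiments. The first compared normal mammary tissue with MMTV-PyVT tumors, and the second compared tumors of MMTV-PyVT mice treated with DMSO or C646. Conditions, replicate numbers, ages and doses were taken from the sample labels and the methods of the paper, and no sample was grouped by its values. In the labels the DMSO samples carry the same dose as the C646 samples, while the paper gives a dose for C646 only. Raw reads, ChIP-seq, proteomics and western blots were not analysed.

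The authors trimmed the reads with cutadapt, mapped them to mm10 with TopHat, and computed FPKM per gene with Cufflinks. They deposited 1 table of gene names and FPKM per sample. FPKM is already divided by gene length and library size, so the values are not counts, and the number of reads per sample is not in the files. The normal and tumor files have 26220 rows and the DMSO and C646 files 24304 rows, with 23301 gene names in common. Relative depth was read from FPKM values under 0.1, where the log2 ratio of a pair of samples peaks sharply at what 1 read is worth. It was reported only for pairs with a sharp peak, with a density of at least 2 and 20% of the ratios at the peak, limits that were set after seeing the peaks. These were all pairs of DMSO and C646 tumors, all pairs of untreated tumors, and normal replicates 1 and 3.

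From these values the following was computed. Rows without a gene name were dropped and FPKM was summed over rows with the same name. Genes of Tables S4 and S5 took the row of their name, or else the row that joins it with other names; names found in neither were left out and not set to 0. Differences were tested with limma 3.58.1 in R 4.3.3 (lmFit, then eBayes with a trend in the variance) on log2(FPKM + 2^-5), for genes with at least 1 FPKM in at least 3 of the samples compared, with Benjamini-Hochberg adjustment and a threshold of 0.05. Fold changes on this scale depend on the pseudocount for genes with low FPKM, and can lie below or above the ratio of means. Fold rules used the ratio of group means, with a higher mean of at least 1 FPKM. The rule was a log2 change of at least 0.5 for tumor against normal and a 2-fold change for C646 against DMSO. The paper does not state its rule. The first was picked before the files arrived, in a search over 4 pseudocounts, 6 fold changes and 4 minimum values. These 96 combinations were tried on the expression columns of each of Tables S4 and S5, and held against the paper's 266 genes and the counts in Figs. 3e and 6b. For genes that head a row of their own, those columns are group means of the same files. The counts under this rule and under its alternative cutoffs therefore do not test the paper's counts independently. Of 31 names at 0 in Table S5, 10 reached 1 FPKM in the files. For Table S5 the rule gave 115 higher and 21 lower genes on the columns, against 121 and 22 in the files. The rule for C646 was not searched.

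Single values of 3 samples against 3 were compared with an exact permutation test, whose smallest p is 0.1. Sets of genes were compared with 100000 permutations over genes. Permuting genes treats them as independent, which genes regulated together are not. Gene positions came from GENCODE vM21 on GRCm38, the same build as mm10, and super-enhancer coordinates from Tables S4 and S5. Other computations used Python 3.11.15 with numpy 2.4.6, pandas 2.3.3, scipy 1.17.1 and matplotlib 3.10.9.

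The limma script was tested on simulated data with the mean of each real gene and 1 spread pooled over both groups. Genes were drawn independently. With no changed genes, limma called 0 genes. In data like the normal and tumor samples it found 11.5%, 74% and 89.5% of 200 genes changed by 1, 2 and 3 on the log2 scale, and in data like the DMSO and C646 tumors it found 40%, 75% and 89%. The permutation over genes was tested on independent normal values instead, and passed 0.05 in 2 of 40 runs without a shift. Those runs do not show how it behaves for real genes that are regulated together. Relative depths were recovered from made-up read counts.

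The genes named in the text were set by a rule before the files arrived. They are the genes the paper names, Ep300, and the 5 genes of each of Tables S4 and S5 with the largest absolute log2 fold change between tumor and normal, among those with an adjusted p under 0.05 and no overlap between the groups. For C646 against DMSO the same was done over all genes in each direction. Where fewer than 5 genes passed, the genes with no overlap and the largest change under the fold rule were taken. Sets of marker genes were also written before the files arrived. The observations also name genes from the top of the ranked list of tumor against normal, which were picked after seeing it.

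The alternatives set before the processed files arrived were pseudocounts of 1 and 2^-2, no filter on low values, scaling by the median ratio, quantile normalization, the replicate number as a block, all 12 samples in one fit, other fold and expression cutoffs, medians in place of means, and leaving out each sample in turn. Taking the first row of repeated names, and leaving out genes found only in joined rows, were added after the files had been seen. KEGG pathways, genes next to typical enhancers and genes next to enhancers of normal tissue were left out, since their gene lists are not in the files analysed here.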

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

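The DMSO tumors and the untreated tumors were sequenced for different comparisons, and the paper does not compare them. In limma on the 11857 genes tested, 892 genes were higher and 330 lower in DMSO than in untreated tumors at an adjusted p of 0.05, which flagged this as a signal in data the paper did not analyse. Only the real grouping, 1 of the 10 splits of the 6 samples into 3 and 3, gave as many genes; with 10 splits the share cannot go below 0.1, so chance is not excluded. After scaling by the median ratio 364 genes were higher and 432 lower, so the excess of higher genes did not hold. With the replicate block, 23 genes were higher and 26 lower. The pairing is from the labels and has no design behind it across the experiments, and deviations of same-numbered samples correlated at -0.2371, against 0.1191 for different numbers. The files of the experiments have different rows, and 64.81% of the genes separated all 6 samples of the first experiment, normal tissue included, from all 6 of the second, against 17.27% of all tested genes. Since DMSO and C646 tumors are alike in most genes, a high share was easy to reach. The log2 fold changes correlated across genes with the GC content of the longest transcript (Spearman's rho = -0.3305) and with its length (rho = 0.4501), for the 94.37% of genes with a value; genes are not independent replicates. Skeletal muscle markers were lower in every DMSO tumor than in every untreated tumor, by a difference of -8.497 in mean log2 expression, and adipocyte markers by -2.46 (exact permutation test, p = 0.1 for each, the smallest for 3 against 3). Gene models, library bias with GC content and length, and the share of muscle and fat in the dissected tissue therefore all remain as candidate explanations. Solvent treatment cannot be told apart from them. The predictions for GC content and length were written before the test, and those for gene models, muscle and fat after marker or count results had been seen.

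The normal and tumor files hold 1837 rows without a gene name, which together carry between 3.406% and 4.556% of the FPKM of a sample. By the fold rule used for tumor against normal, 741 of these rows were higher and 606 lower in tumor than in normal tissue. They were flagged because the paper does not report on them. Without a name or position, neither their length and GC content nor reads shared with related genes can be examined, and no biological explanation was tested.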

How the results depend on the processing

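Of 59 results, 40 were labelled the same under every alternative, among them 15 of the 27 main results. Of the 758 alternative values, 703 were labelled the same, 35 moved, 10 weaker, 1 stronger and 9 reversed. The label allowed some change in size, as 186 in place of 259 super-enhancer genes higher in tumor under a 2-fold rule kept it. The larger rise of super-enhancer genes than of other genes, the counts of super-enhancer genes higher in tumor, the rise of the H3K4me3 super-enhancer genes, and Xbp1, Pak4 and Epcam in tumor against normal were among these 40. For the rise of the H3K4me3 super-enhancer genes the label could change only if the sign did. Its exact permutation test cannot go below p = 0.1, so its place among the 40 shows only a steady direction. The alternatives were set before the processed files arrived, apart from the pair on repeated and joined names, which were chosen after seeing the data and turned no result; the first row of repeated names moved the rise of the H3K4me3 super-enhancer genes from 0.8272 to 0.9290.

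The genes lower in tumor than in normal tissue ranged from 2570 to 4172 across the 6 fits that each left out 1 sample, against 4128 with all samples. Leaving out a normal sample gave 2789, 2686 and 2570, and leaving out a tumor 4172, 4021 and 3850. The filter of 1 FPKM in at least 3 samples was kept in these fits. A gene that reached 1 FPKM only in normal tissue could then no longer pass without 1 of the normal samples. The tested genes fell from 13031 to 12056, 12077 and 12077, so part of the drop in lower genes can come from the filter. Without a tumor, 12650, 12657 and 12652 genes were tested.

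For DMSO against untreated tumors (892 higher and 330 lower), no filter on low values gave 546 higher and 263 lower genes. Scaling by the median ratio gave 364 higher and 432 lower, and quantile normalization 352 and 371, so the excess of higher genes did not hold under either. The replicate block left 23 higher and 26 lower genes, and all 12 samples in one fit gave 2426 and 921. Leaving out 1 sample gave from 57 to 1114 higher and from 41 to 502 lower genes.

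For C646 against DMSO, limma gave 0 genes in either direction; all 12 samples in one fit gave 1 higher gene, and leaving out 1 tumor gave from 0 to 12 lower genes, 12 of them without DMSO replicate 2. The counts by fold rule (167 higher and 533 lower) followed the cutoff. A log2 change of 0.5 gave 611 and 1137, a 3-fold change 75 and 319, and 2-fold without overlap between the groups 61 and 66. A minimum of 0.5 FPKM gave 271 higher genes, and the group median 277 lower genes. Leaving out 1 tumor gave from 148 to 304 higher genes.

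A 2-fold rule left 47 super-enhancer genes lower in tumor in place of 76, and moved H3K4me3 super-enhancer genes from the downregulated cluster (7 in place of 22) to the one that stays expressed (94 in place of 50).

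The difference between H3K4me3 and conventional super-enhancer genes in tumor, 0.1790, rose to 0.4108 among genes with at least 1 FPKM in at least 3 samples (permutation test, p = 0.0061). It reversed to -0.2820 between genes found on only 1 of the lists, as did that in normal tissue, to -0.3547; the 160 shared names are then left out.

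Among single genes in comparisons where the paper does not name them, small fold changes crossed 0. Between C646 and DMSO, Xbp1 was 0.1496 with quantile normalization in place of -0.0453, and across the fits without 1 tumor it ran from -0.1197 to 8.56e-04, Pak4 from -0.0467 to 0.1517, and Epcam from -0.0458 to 0.1233. Mrps7 in DMSO against untreated tumors ran from -1.303 to 0.0714. The other rows for single genes that changed were 10, all weaker.

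Relative depth among the 6 treated tumors differed by less than 1.5 times, and reads per sample are unknown, so no smallest detectable FPKM is given. Of 200 simulated genes changed by 1 on the log2 scale, 40% were found with the pooled spread of the DMSO and C646 tumors, which limits what their comparison can show.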

Differences from the paper's values

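No main value differed from a value stated by the paper by more than 1.5 times. The expression columns of Table S4 gave the same means for Xbp1, Pak4, Epcam, Vegfa and Egln3. The paper's 624 genes next to tumor super-enhancers are regions in Table S4, which carry 592 different gene names. Of these, 259 were higher in tumor by the fold rule, against the paper's 266; a minimum of 0.5 FPKM gave 266. Both cutoffs come from a search of 96 combinations, run on the table columns before the files arrived and held against this same number, so reaching it is no independent match. The paper's text gives 293 H3K4me3 super-enhancers, and Table S5 lists 247.

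Some statements of the paper did not pass the tests of these files. The paper states that genes next to H3K4me3 super-enhancers were expressed more in tumor than those next to conventional super-enhancers (Fig. 5g). Its text and legend make no such statement for normal tissue. Here the differences were 0.1790 in tumor (permutation test, p = 0.4702) and 0.0529 in normal tissue (permutation test, p = 0.7957). In tumor the filter on low values, set before the files arrived, brought the difference to 0.4108 (permutation test, p = 0.0061), and no alternative passed in normal tissue. Between genes found on only 1 of the lists the direction reversed, to -0.2820 in tumor (permutation test, p = 0.4616) and -0.3547 in normal tissue (permutation test, p = 0.3453). The paper lists differentially expressed genes after C646, Vegfa among them. In limma 0 genes passed an adjusted p of 0.05, and the log2 fold change of Vegfa was -1.335 (adjusted p = 0.9898). By the 2-fold rule 167 genes were higher and 533 lower, against about 180 and about 560 in Fig. 7g, read by eye.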

Other observations

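The normal glands and the tumors differed in the expression of tissue marker genes. Leukocyte markers were lower in every tumor than in every normal sample, by a difference of -6.067 in mean log2 expression, and Ms4a1 and Cd79a, the latter in this set, were among the largest decreases, at -9.747 and -9.128. Adipocyte markers differed by -6.109, skeletal muscle markers were higher in tumor by 6.792, and the 8 epithelial markers outside Tables S4 and S5 were higher by 2.253 (exact permutation test, p = 0.1 for each, the smallest for 3 against 3). A candidate explanation for the leukocyte genes is that the normal glands held more leukocytes, a prediction written after the genes were seen. For super-enhancer genes the prediction on epithelial markers was written before the test. These markers rose by more than the median super-enhancer gene, 0.5668, so a larger epithelial share of the tumor tissue remains a possible explanation of the higher expression of super-enhancer genes in tumor. Their higher expression level does not account for all of the larger rise, since the difference was 0.4791 against genes matched on expression and 0.6039 against all others. For all genes, for the super-enhancer genes and for the H3K4me3 super-enhancer genes higher in tumor, 1 of the 10 splits of the 6 samples, the real one, gave as many genes past an adjusted p of 0.05, and 10 splits cannot give a share below 0.1. For all genes, however, the real split gave 7886 genes and each other split gave 0, which argues against chance for the genes as a set. An effect of the tumor cells themselves cannot be told apart from tissue composition here.

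Vegfa and Ep300 were lower in the untreated tumors than in normal tissue. Vegfa, which Table S4 places next to a tumor super-enhancer, had 24.41 ± 11.19 FPKM (SD, n = 3) in tumor and 67.83 ± 9.885 FPKM (SD, n = 3) in normal tissue, a log2 fold change of -1.585 (limma adjusted p = 0.0069). With all 12 samples in one fit, the limma adjusted p of Vegfa was 0.0623, above the threshold. A smaller fat share of the tumors may contribute, as the adipocyte markers differed by -6.109, and this prediction was written after the result. Ep300, the gene of p300, had 3.33 ± 0.3610 FPKM (SD, n = 3) in tumor and 8.27 ± 0.5907 FPKM (SD, n = 3) in normal tissue, a log2 fold change of -1.307 (limma adjusted p = 4.66e-04), lower in 3 of 3 tumors. The paper reports more p300 protein in tumors, which is another measure. The scale of the tumor libraries is an unlikely cause, since the median-ratio factors of the normal samples and tumors lay between 0.9604 and 1.052. After this scaling the log2 fold change was -1.374, again with no overlap, and quantile normalization gave -0.9802. This prediction too was written after the result. GC content, length and tissue mix were not tested for Ep300. Between C646 and DMSO tumors, Ep300 had a log2 fold change of 0.3340 (limma adjusted p = 0.9898). The Ep300 mean of these tumors was not below that of normal tissue, at 8.322 ± 2.208 FPKM with DMSO and 10.26 ± 1.061 FPKM with C646 (SD, n = 3 each). For Vegfa it was above normal tissue with DMSO (102.1 ± 81.69 FPKM) and below it with C646 (29.95 ± 12.04 FPKM). These tumors are from the other experiment, whose files have different rows, so they cannot settle whether the decrease is general.

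The 700 genes past the 2-fold rule between C646 and DMSO tumors were weighed against technical explanations. Of the 10 splits of the 6 tumors into 3 and 3, 4 gave at least as many genes as the real one, itself included, up to 828. By the 2-fold rule, the grouping by treatment can therefore not be told apart from chance. The splits cannot decide this for the limma count, since no split can give fewer than the real 0 genes. The split of DMSO replicates 1 and 2 and C646 replicate 2 from the rest gave 24 genes in limma. These 3 tumors were also the ones with low skeletal muscle markers. Whether the 24 genes are muscle genes was not examined. Leaving out the most influential DMSO tumor, replicate 1, kept 58.16% of the lower genes, above the limit of the prediction that 1 DMSO tumor carries more than 50% of them. That test does not exclude that DMSO replicates 1 and 3 together carry them: these were highest for 270 and 229 of the 533 lower genes and replicate 2 for 34, and the group median left 277 lower genes and the rule of no overlap 66. This prediction was written after the spread of Vegfa among the DMSO tumors had been seen, and that on depth after the whole-read steps had been seen. The median-ratio factors of the 6 tumors lay between 0.9907 and 1.004, so scaling by them could change little. Lower genes outnumbered higher ones 3.088 to 1 after it and 3.192 to 1 before. The depth of the C646 tumors relative to the DMSO tumors was 0.9261 on average, with overlapping samples. Spearman's rho of the log2 fold changes across genes was -0.0604 with GC content and 0.1825 with length of the longest transcript, for the 93.41% of genes with a value, both under the limit of 0.3 set beforehand. Endothelial markers did not separate the groups (difference 0.0313). The 2 erythroid markers were lower in every C646 tumor, by a difference of -0.8980 in mean log2 expression (exact permutation test, p = 0.1, the smallest possible).

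Vegfa is a target of the hypoxia response, and so are the 19 other genes of a list written beforehand, without Vegfa and Egln3. Their mean log2 expression was 6.325, 4.604 and 6.229 in DMSO tumors 1 to 3 and 5.115, 4.735 and 4.512 in C646 tumors 1 to 3. The difference was -0.9320, but DMSO replicate 2 lay among the C646 tumors (exact permutation test, p = 0.3), as it did for Egln3. The prediction that every C646 tumor would lie below every DMSO tumor was therefore not met. A hypoxia response that varies from tumor to tumor might contribute to the spread of Vegfa; with 3 tumors per group this was not tested further.

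Among genes higher in C646 tumors, adipocyte markers were higher in every C646 tumor than in every DMSO tumor, by 2.509 in mean log2 expression (exact permutation test, p = 0.1, the smallest for 3 against 3), and Adipoq and Plin1, both in this set, were among the largest increases. More fat tissue in the C646 samples is a candidate explanation, and the prediction was written before the test. Skeletal muscle markers differed by 3.201, but the groups overlapped (exact permutation test, p = 0.3). Their sample means were 4.866 in DMSO replicate 3 and 4.959 and 4.819 in C646 replicates 1 and 3. They were -3.954 and -3.419 in DMSO replicates 1 and 2 and -2.681 in C646 replicate 2. The markers thus point to muscle in tumors of both groups, and its part in the difference between the groups cannot be told. Whether C646 changes the fat content of tumors was not tested.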
